# SMAD4 target genes are part of a transcriptional network that integrates the response to BMP and SHH signaling during early limb bud patterning

**DOI:** 10.1242/dev.200182

**Published:** 2021-12-03

**Authors:** Julie Gamart, Iros Barozzi, Frédéric Laurent, Robert Reinhardt, Laurène Ramos Martins, Thomas Oberholzer, Axel Visel, Rolf Zeller, Aimée Zuniga

**Keywords:** SMAD4, BMP, SHH, Limb development, Anterior, Mouse, ChIP-seq, RNA-seq, Cistrome

## Abstract

SMAD4 regulates gene expression in response to BMP and TGFβ signal transduction, and is required for diverse morphogenetic processes, but its target genes have remained largely elusive. Here, we identify the SMAD4 target genes in mouse limb buds using an epitope-tagged *Smad4* allele for ChIP-seq analysis in combination with transcription profiling. This analysis shows that SMAD4 predominantly mediates BMP signal transduction during early limb bud development. Unexpectedly, the expression of cholesterol biosynthesis enzymes is precociously downregulated and intracellular cholesterol levels are reduced in *Smad4*-deficient limb bud mesenchymal progenitors. Most importantly, our analysis reveals a predominant function of SMAD4 in upregulating target genes in the anterior limb bud mesenchyme. Analysis of differentially expressed genes shared between *Smad4*- and *Shh*-deficient limb buds corroborates this function of SMAD4 and also reveals the repressive effect of SMAD4 on posterior genes that are upregulated in response to SHH signaling. This analysis uncovers opposing trans-regulatory inputs from SHH- and SMAD4-mediated BMP signal transduction on anterior and posterior gene expression during the digit patterning and outgrowth in early limb buds.

## Abstract (precis)

**Summary:** The transcriptional targets of SMAD4 in early limb buds are identified and the largely opposing impact of BMP and SHH signaling on early digit patterning and outgrowth is revealed.

## INTRODUCTION

The transforming growth factor (TGFβ) and bone morphogenetic protein (BMP) pathway constitutes one of the major signaling pathways controlling vertebrate embryonic development (reviewed by Weiss and Attisano, 2013). Of relevance to the present study, BMPs are required for limb bud formation and outgrowth (reviewed by Pignatti et al., 2014). BMP ligands activate their transmembrane BMP receptors (BMPR1A/1B isoforms and BMPR2) that form hetero-tetrameric complexes. The activated BMP receptor complexes trigger R-SMAD (SMAD1, SMAD5 and SMAD8) phosphorylation and form a complex with SMAD4 that translocates to the nucleus and regulates target gene expression together with co-activators or repressors (Weiss and Attisano, 2013). Genetic studies in mice have identified distinct BMP functions during early limb bud development [mouse embryonic day (E) 9.5-E10.0]. High mesenchymal BMP4 activity is required together with BMPR1A and SMAD4-mediated signal transduction in the ectoderm to establish the apical ectodermal ridge (AER) as fibroblast growth factor (FGF) signaling center (Ahn et al., 2001; Bénazet and Zeller, 2013; Pajni-Underwood et al., 2007). Genetic inactivation of *Bmp4* during forelimb bud formation disrupts outgrowth and transcriptional activation of the BMP antagonist gremlin 1 (*Grem1*; Bénazet et al., 2009). In turn, *Grem1* expression progressively lowers mesenchymal BMP activity, which is reinforced by sonic hedgehog (SHH) signaling as part of the self-regulatory SHH/GREM1/AER-FGF feedback signaling system (Bénazet et al., 2009). Genetic analysis in mice has shown that *Shh* is transiently required to specify digit identities in early limb buds and subsequently to promote the proliferative expansion of limb bud mesenchymal progenitors (LMPs; Zhu et al., 2008). Together, these and other studies show that limb bud morphogenesis depends crucially on GREM1-mediated reduction of BMP activity, morphogenetic SHH signaling and proliferation of LMPs as part of the SHH/GREM1/AER-FGF signaling system (Bénazet et al., 2009; Probst et al., 2011). In addition, mesenchymal BMP activity is essential for regulating AER length, which in turn prevents digit polydactyly (Bénazet et al., 2009; Lopez-Rios et al., 2012; Selever et al., 2004). During limb bud outgrowth, SMAD4-mediated signal transduction in the mesenchyme is required together with SHH signaling for positive regulation and propagation of *Grem1* expression. In addition, *Smad4* is required during termination of the self-regulatory SHH/GREM1/AER-FGF signaling system (Scherz et al., 2004; Verheyden and Sun, 2008), as both *Shh* and AER-*Fgf8* expression are prolonged in mouse limb buds lacking mesenchymal *Smad4* (Bénazet et al., 2012). Finally, SMAD4-mediated BMP signal transduction is required to initiate the aggregation and differentiation of the chondrogenic progenitors of the limb skeletal primordia (Bénazet et al., 2012; Lopez-Rios et al., 2012; Pizette and Niswander, 2000). In contrast, there are no genetic data pointing to essential functions of TGFβ signaling during early limb bud development, but a study using cultured limb bud cells provided evidence that TGFβ signaling alleviates an inhibitory effect of BMPs on specification of *Sox9*-positive osteochondrogenic progenitors (Karamboulas et al., 2010).

To gain an unbiased view of how SMAD4 mediates signal transduction during early mouse forelimb bud development, we have identified its direct transcriptional targets (i.e. SMAD4 target genes) using a novel *Smad4* allele with an inserted 3xFLAG epitope tag (*Smad4*^3xF^ allele). This *Smad4*^3xF^ allele allows sensitive and unbiased detection of the genomic regions enriched in endogenous SMAD4-chromatin complexes using ChIP-seq analysis. Combining the SMAD4 cistrome with RNA-seq analysis of wild-type and *Smad4*^Δ/Δc^ mouse forelimb buds that lack mesenchymal *Smad4* identifies the SMAD4 target genes among the differentially expressed genes (DEGs) in early limb buds. This analysis reveals an unexpected SMAD4 requirement for maintaining the expression of cholesterol biosynthesis enzymes in early limb buds because, in *Smad4*^Δ/Δc^ forelimb buds, their expression is prematurely downregulated and endogenous cholesterol levels are reduced in mutant LMPs. We also identify the direct SMAD4 targets in the TGFβ and BMP pathways, which establishes that the *Smad4* deficiency preferentially disrupts BMP signal transduction in early forelimb buds. Whole-mount *in situ* hybridization screening identifies SMAD4 target genes whose spatial expression is altered in early limb buds. Furthermore, *LacZ* reporter analysis shows that the SMAD4-interacting enhancers for some target genes are active in the anterior forelimb bud mesenchyme. Together with the observed spatial changes in gene expression, this points to SMAD4 functions in upregulating target gene expression in the anterior forelimb bud mesenchyme. Comparative analysis of DEGs in *Smad4*^Δ/Δc^ and *Shh*^Δ/Δc^ forelimb buds (Probst et al., 2011) identifies the genes co-regulated by both pathways in early limb buds. Gene regulatory network (GRN) analysis reveals the interactions of SMAD4-mediated BMP signal transduction with SHH signaling in the spatial regulation of key genes during the early phase of digit specification (Zhu et al., 2008) and establishment of the self-regulatory signaling system (Bénazet et al., 2009).

## RESULTS

### Identification of the SMAD4 cistrome and target genes in mouse forelimb buds

Specific detection of the endogenous SMAD4 protein complexes was achieved by inserting a 3xFLAG (3xF) epitope tag into the SMAD4 C-terminal domain using homologous recombination in mouse ES cells (Fig. S1). Homozygous *Smad4*^3xF/3xF^ mice are born at the expected Mendelian ratios and display no overt phenotypes. No alterations of limb bud development were detected in *Smad4*^3xF/3xF^ embryos, which contrasts with the disrupted chondrogenesis and skeletal development in mouse limb buds lacking mesenchymal *Smad4* (Bénazet et al., 2012). In early mouse forelimb buds, the distribution of SMAD4^3xF^ proteins is uniform. Higher levels of SMAD4 proteins are detected in the cytoplasm than in the nucleus, but diffuse nucleoplasmic staining is detected in most mesenchymal cells of *Smad4*^3xF/3xF^ forelimb buds at embryonic day E9.5 (Fig. S1, see also Bénazet et al., 2012).

Forelimb buds of *Smad4*^3xF/3xF^ embryos at two stages were used to identify the SMAD4 cistromes during the onset of limb bud development with high mesenchymal BMP activity (E9.5-E10.0, 25-30 somites) and during early outgrowth, when BMP signal transduction is lowered by GREM1-mediated BMP antagonism (E10.5, 34-38 somites, Bénazet et al., 2009). The SMAD4 cistrome of forelimb buds at both stages was determined using chromatin immunoprecipitation in combination with next-generation sequencing (ChIP-seq, Fig. 1). Two biological replicates consisting each of ∼80 dissected forelimb buds were analyzed per stage. The dissected forelimb buds included some proximal trunk tissue to also detect interactions with genes expressed early in the proximal limb bud and flank mesenchyme. For early limb buds (E9.5-E10.0), statistical analysis of the two replicates by MACS and MSPC identified 2073 significantly and reproducibly enriched SMAD4 ChIP-seq peaks (Jalili et al., 2015). About 40% of them are located close to transcriptional start sites (TSS, ±5 kb) while ∼20% are located ≥100 kb away from TSS (left panel, Fig. 1A). During limb bud outgrowth (E10.5), 6185 significantly enriched and conserved SMAD4 ChIP-seq peaks were identified, most of which are also located close to TSS (right panel, Fig. 1A). Evolutionary conservation analysis shows that the peak summits of the genomic regions enriched in SMAD4-chromatin complexes are more conserved than the flanking regions in placental mammals (Fig. 1B). Enrichment analyses for known and *de novo* motifs using HOMER identified the SMAD consensus binding motifs as the most enriched motifs at both stages (Fig. 1C,D; Heinz et al., 2010). In addition, the PKNOX1/PREP1 homeobox motif is the most enriched *de novo* motif in the SMAD4^3xF^ forelimb bud cistrome at E10.5 (right panel, Fig. 1D). This could be functionally relevant as the TALE homeodomain transcription factors PKNOX1/PREP1 and PBX1 interact with SMAD4 to regulate gene expression in cultured cells (Bailey et al., 2004). However, our analysis also revealed significant differences in the overall binding motifs enriched in SMAD4-chromatin complexes from forelimb buds characterized by high (E9.5-E10.0) and low (E10.5) mesenchymal BMP activity (Fig. 1C,D). Furthermore, the BMP responsive elements (BREs; Brugger et al., 2004; Korchynskyi and ten Dijke, 2002) located near the *Id1* and *Msx2* genes are significantly enriched in the SMAD4^3xF^ ChIP-seq datasets at both stages, which was confirmed by ChIP-qPCR analysis (Fig. 1E). Therefore, the two SMAD4^3xF^ cistromes constitute valid resources to identify the limb bud mesenchymal SMAD4 target genes during the onset (E9.5-E10.0) and distal progression (E10.5) of forelimb bud development.

**Fig. 1.**
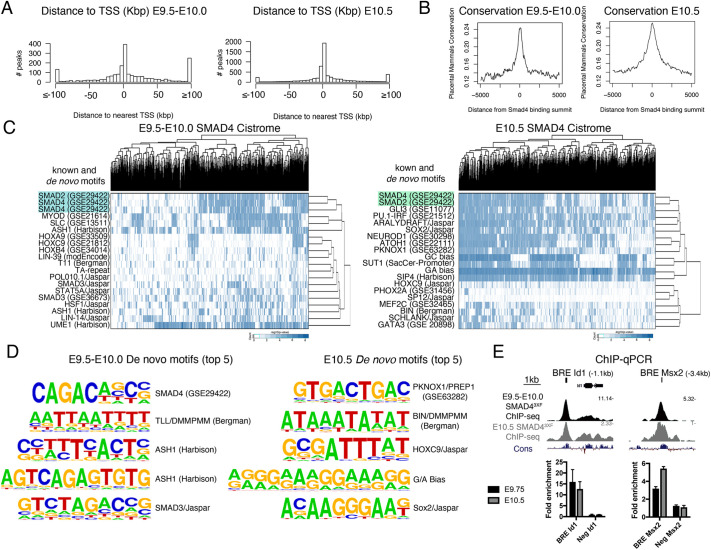
**Identification of the genomic regions enriched in SMAD4-chromatin complexes in mouse forelimb buds.** (A) Histogram showing the distribution of SMAD4-interacting regions in relation to the nearest transcriptional start site (TSS) at E9.5-E10.0 (25-30 somites) and E10.5 (34-38 somites). (B) The average *Phastcons* conservation of the genomic regions enriched in SMAD4-chromatin complexes is shown at both stages. (C) Hierarchical clustering of the high-affinity matches for the top known and *de novo* motifs enriched in the SMAD4-bound regions at both stages. (D) The top five *de novo* motif identified in the genomic regions enriched in SMAD4-chromatin complexes in forelimb buds at both stages. (E) ChIP-qPCR validation of two previously known SMAD4-interacting genomic regions – BREs for *Id1* and *Msx2*, respectively – at both stages. Two biological replicates were analyzed (data are mean±s.d. of three technical replicates).

### Identification of differentially expressed SMAD4 target genes

RNA-seq was used to identify the DEGs in the mesenchyme of wild-type and *Smad4*-deficient forelimb buds (Figs 2 and 3). 

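The RNA-seq compared 4 groups of forelimb bud pairs, with 1 embryo per replicate. These were wild type at E10.0 (30 somites, n=3), *Smad4* Δ/Δc at E10.0 (30 somites, n=4), wild type at E10.5 (35 somites, n=3) and *Smad4* Δ/Δc at E10.5 (35 somites, n=4). The authors aligned single-end reads to the mm9 mouse genome and its refGene transcripts with TopHat, kept the uniquely mapped reads and counted them per gene with htseq-count, without regard to strand. The raw counts of 23284 genes per embryo, which the authors deposited without normalization, were the starting point here. At E10.0, between 46431900 and 56732292 reads were counted on genes in each wild-type embryo (median 51430254) and between 39030688 and 61691258 in each mutant embryo (median 52050419). At E10.5, the totals were 42531348 to 51178083 in wild type (median 46778023) and 34066930 to 57639715 in mutants (median 43971861). Reads outside of annotated genes made up 6.18% to 9.86% of the assigned, unassigned and ambiguous reads together, and ambiguous reads, which overlap several genes, 1.49% to 1.75%. Ambiguous reads and reads that map to several places were not counted, so that genes with a near-identical copy were measured less completely than others.

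DEGs were called as in the paper's methods. Genes on chromosomes X, Y and M were left out, and the 12393 genes with at least 1 CPM in at least 3 of the 14 samples were tested. edgeR normalized the libraries by TMM (factors 0.934 to 1.035), estimated common and then tag-wise dispersions with a prior of 10 degrees of freedom over all 14 samples, and compared pairs of groups with its exact test. A gene was a DEG at an FDR of at most 0.1 after Benjamini-Hochberg adjustment and a linear fold change of at least 1.2. The paper's text does not say whether both stages entered a single fit, and each stage was therefore also fitted apart. Expression is given as mean TMM-normalized CPM ± SD, and log2 fold changes are mutant over wild type. The exact test gives no standard error, and the one printed with each log2 fold change was computed from the replicate variances of log2(CPM + 1). The added 1 shrinks this standard error in genes of a few CPM or less. In such genes it understates the error of the log2 fold change.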

As *Smad4*-deficient mouse embryos die before the onset of limb bud development, *Smad4* was conditionally inactivated in the forelimb bud mesenchyme using the *Prrx1*-CRE transgene (*Smad4*^Δ/Δc^). 

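*Smad4*, the gene inactivated by the CRE recombinase in the mesenchyme, lies on chromosome 18 of mm9 from 73798663 to 73863434 on the minus strand. Its expression at E10.0 was 161 ± 8.43 CPM in wild type (SD, n=3) and 39.8 ± 4.19 CPM in mutants (SD, n=4). Replicates 1, 2 and 3 of the wild type had 169, 152 and 161 CPM, and mutant replicates 1, 3, 4 and 5 had 38.4, 46.0, 37.8 and 36.9 CPM. At E10.5, wild-type replicates 1, 2 and 3 had 167, 163 and 167 CPM, and mutant replicates 1, 2, 4 and 5 had 40.7, 38.8, 32.9 and 35.6 CPM, with means of 166 ± 2.27 and 37.0 ± 3.43 CPM. The log2 fold change was -2.02 at E10.0 (standard error 0.0832, adjusted *P*=3.49e-98, edgeR's exact test with Benjamini-Hochberg adjustment). At E10.5 it was -2.16 (standard error 0.0666, adjusted *P*=2.82e-112, same edgeR test and Benjamini-Hochberg adjustment). With each sample left out in turn, the log2 fold change stayed between -2.09 and -1.98 at E10.0 and between -2.20 and -2.11 at E10.5. The difference between the genotypes far exceeded the spread between embryos, and all 8 mutant samples retained *Smad4* reads (1092 to 2656).

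**Figure D1:**
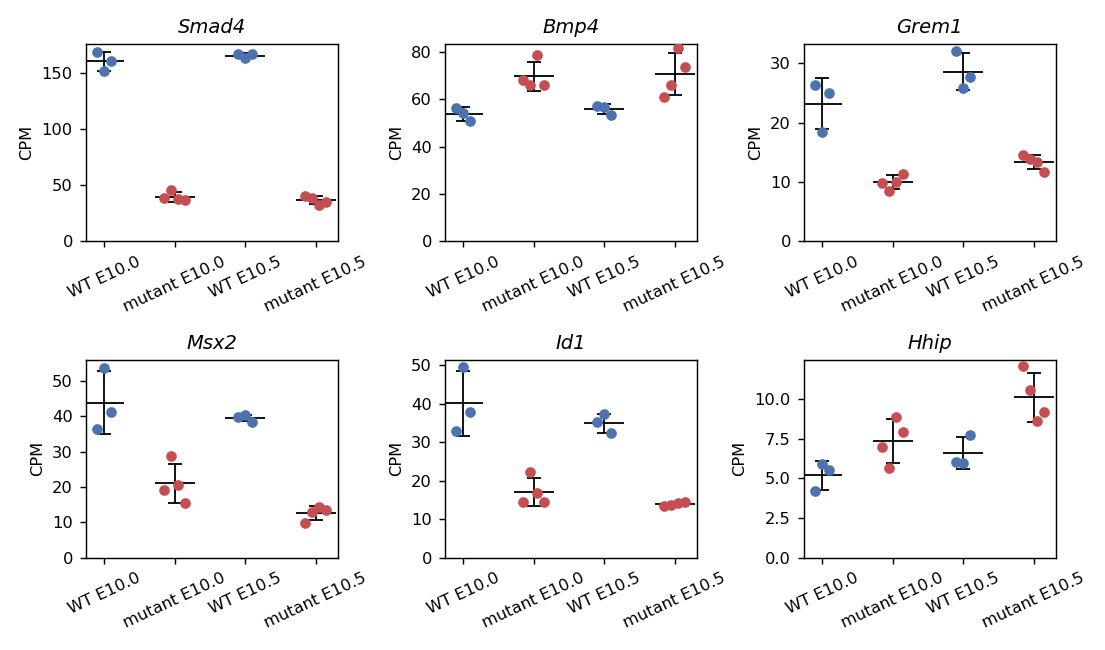
Expression of *Smad4*, *Bmp4*, *Grem1*, *Msx2*, *Id1* and *Hhip* in TMM-normalized CPM (vertical axis, from 0) in wild-type (WT, n=3) and *Smad4* Δ/Δc (mutant, n=4) forelimb buds at both stages (horizontal axis). Each point is 1 embryo, and the bar and whiskers are the mean and SD. *Smad4* lies at 36.9 to 46.0 CPM in mutants at E10.0 and at 152 to 169 CPM in wild type.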

*Prrx1*-CRE-mediated *Smad4* inactivation results in clearance of mesenchymal SMAD4 proteins by around E10.0. Owing to disruption of chondrogenesis, this results in complete loss of limb skeletal elements, but in the early forelimb bud stages analyzed no mesenchymal apoptosis or other morphological abnormalities are observed (Bénazet et al., 2012). First, pairs of age-matched wild-type and *Smad4*^Δ/Δc^ forelimb buds were analyzed at E10.0 (30 somites) because at this stage the SHH/GREM1/AER-FGF feedback signaling system is being established (Fig. 2A and Tables S1 and S2; Bénazet et al., 2009). 

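The wild-type and mutant groups share replicate numbers, 1 and 3 at E10.0 and 1 and 2 at E10.5. This numbering is taken from the sample labels, and whether it pairs the samples was checked. The deviations of same-numbered samples from their group means had a mean correlation across genes of -0.0814 over 4 pairs, and those of differently numbered samples 0.016 over 20 pairs. The mutants among these 4 pairs were all replicates 1 to 3, so that this comparison says little about pairing. Counts of replicates of the same group differed by more than sampling noise (lowest chi-square per degree of freedom 14), and none were merged. In a principal component analysis of log2(CPM + 1), the first component (38.0% of the variance) separated the stages. The third component (15.7%) separated the genotypes, and the second (17.6%) set mutant replicates 4 and 5 of both stages apart from the other mutant replicates. In these 4 samples the ribosomal RNA precursor took up 1.72% to 8.05% of the reads on genes, against 0.151% to 0.478% in the 10 others. All 4 are mutants, so that a batch of libraries and the genotype cannot be told apart in them, and no comparison of genotypes could be made within such a batch. When only the replicates numbered 1 to 3 entered the fit, a set chosen after this grouping had been seen, 2018 genes passed the DEG thresholds at E10.0 and 525 at E10.5.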

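Between wild-type (n=3) and *Smad4* Δ/Δc (n=4) forelimb buds at E10.0, 819 of the 12393 genes tested passed an FDR of 0.1 and a fold change of 1.2. Under edgeR's quasi-likelihood test in place of its exact test 601 genes passed, and under DESeq2 997. With the replicate number as a block in the quasi-likelihood test 1990 genes passed (mean correlation of same-numbered samples -0.0814). Such a block compares the genotypes only within replicate numbers that both have at a stage. Embryos without a same-numbered embryo of the other genotype do not enter this comparison. The block is therefore not a check of all samples, nor one separate from the fit with the low replicate numbers alone. With each stage fitted apart 692 genes passed. The fewest DEGs, 60, were left with the expression of *Xist* as a covariate. *Xist* reads were abundant in all 14 samples (38536 to 90026) and 4 genes of chromosome Y had 0 to 6 reads, so that the covariate did not adjust for sex. *Xist* was itself higher in mutants at E10.0, with a log2 fold change of 0.43 (standard error 0.208, adjusted *P*=0.0682, edgeR's exact test with Benjamini-Hochberg adjustment). Across the 14 fits that each left out 1 sample, the number of DEGs at E10.0 ranged from 254 to 1062.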

Comparison of wild-type and *Smad4*^Δ/Δc^ forelimb buds identified 668 DEGs (Fig. 2B; fold change ≥1.2; FDR ≤0.1). The cut-off was set at ≥1.2 to allow detection of spatial differences by whole-mount RNA *in situ* hybridization (Probst et al., 2011). Among the 668 DEGs in early *Smad4*^Δ/Δc^ forelimb buds, 360 are upregulated and 308 are downregulated (Tables S1 and S2).

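At E10.0, 413 genes were upregulated and 406 downregulated in mutants. For 332 of the upregulated and 366 of the downregulated DEGs, every mutant embryo lay on the same side of every wild-type embryo. The balance of the directions moved with the processing. RLE size factors in place of TMM gave 512 upregulated and 336 downregulated DEGs, whereas the quasi-likelihood test gave 274 and 327. Across the fits that each left out 1 sample, 124 to 521 genes were upregulated and 130 to 615 downregulated.

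Among the DEGs that separated all embryos by genotype, *Chrna1*, *Smoc2* and *Smoc1* were the upregulated genes with the smallest *P*-values, and *Smad4*, *Grem1* and *Pax1* the downregulated ones. *Chrna1* (mm9 chromosome 2, 73401272 to 73418395) rose from 1.77 ± 0.345 CPM in wild type to 7.59 ± 1.89 CPM in mutants, a log2 fold change of 2.10 (standard error 0.202, adjusted *P*=2.78e-18, edgeR's exact test with Benjamini-Hochberg adjustment). *Smoc2* (chromosome 17, 14416513 to 14541797) rose from 1.86 ± 0.56 to 5.94 ± 0.945 CPM, with a log2 fold change of 1.67 (standard error 0.197, adjusted *P*=6.09e-15, edgeR and Benjamini-Hochberg as above). *Smoc1* (chromosome 12, 82127795 to 82287401) was more abundant, with 46.0 ± 5.22 CPM in wild type and 86.7 ± 12.4 CPM in mutants, and its log2 fold change was 0.91 (standard error 0.14). *Pax1* (chromosome 2, 147187661 to 147219031) fell from 2.94 ± 1.71 to 0.409 ± 0.102 CPM, a log2 fold change of -2.87 (standard error 0.394) that rests on 17 to 21 reads per mutant embryo. *Grem1* (chromosome 2, 113586321 to 113598803) fell from 23.2 ± 4.26 to 9.97 ± 1.16 CPM. With each sample left out in turn, all of these genes remained DEGs with the same direction.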

**Fig. 2.**
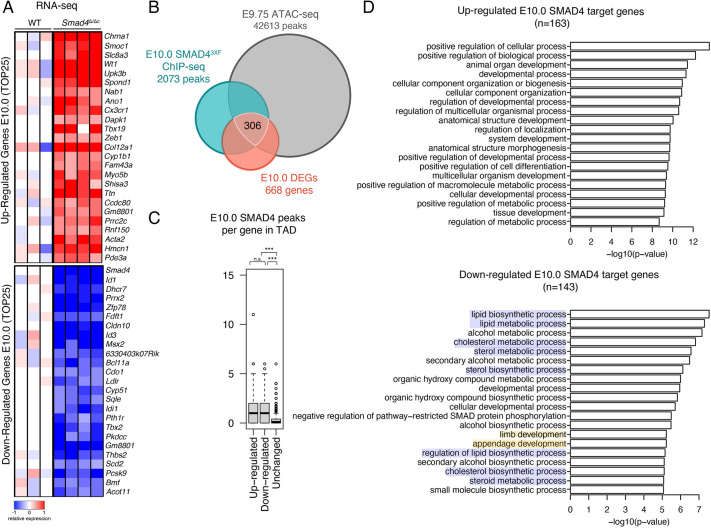
**Identification of SMAD4 target genes in mouse forelimb buds at E10.0.** (A) Heatmaps showing the DEGs identified by comparing wild-type (WT) and *Smad4*^Δ/Δc^ transcriptomes at E10.0 (30 somites; wild type, *n*=3; *Smad4*^Δ/Δc^, *n*=4 biological replicates). The top 25 up- and downregulated genes are shown. For each gene, the log2-ratio between the expression level in each sample and the mean of the three biological replicates for the wild-type forelimb buds is shown. Red indicates increased expression and blue indicates reduced expression in comparison with the mean of the wild-type samples. (B) Three-way Venn diagram showing the intersection between the ChIP-seq (E9.5-10.5, 25-30 somites), ATAC-seq (E9.75, 26 somites) and RNA-seq (E10.0, 30 somites) datasets. This identifies 306 candidate SMAD4 target genes in mouse forelimb buds. (C) Box plot representing the number of E9.5-E10.0 SMAD4^3xF^ ChIP-seq peaks within a TAD of genes that are either up- or downregulated in *Smad4*^Δ*/*Δ*c*^ forelimb buds in comparison with genes with unaltered expression. The box plot indicates median (50th percentile) and interquartile range (25th and 75th percentiles; IQR) with whiskers set at 1.5×IQR. Values exceeding the whiskers are considered outliers and are individually marked. Upregulated versus unchanged, *P*=5.2e-26; downregulated versus unchanged, *P*=9.9e-32 (Mann–Whitney test). n.s., not significant. (D) GO enrichment analysis of biological processes of the up- and downregulated SMAD4 target genes in *Smad4*^Δ*/*Δ*c*^ forelimb buds. The GO terms for processes relevant to sterol/lipid/sterol/cholesterol biosynthesis and to limb development are highlighted in blue and yellow, respectively (bottom panel).

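All 50 entries of the lists in Fig. 2A were DEGs in the counts at E10.0, and each of them remained a DEG in all 7 fits that left out 1 of the samples of this stage. At E10.5, 10 of the 25 genes listed as upregulated were upregulated DEGs. Another 5 (*Wt1*, *Upk3b*, *Cyp1b1*, *Ttn* and *Acta2*) were downregulated DEGs at E10.5. Of the 25 genes listed as downregulated, 14 were downregulated DEGs at E10.5 and 0 upregulated. At E10.0, the 25 genes listed as downregulated had log2 fold changes of -6.20 to -0.42. Of the 25 genes listed as upregulated, 24 were higher in mutants. The remaining gene, *Gm8801* (mm9 chromosome 17, 36084191 to 36089242), appears in both lists and was lower in mutants. It had 3.21 ± 0.103 CPM in wild type (SD, n=3, 151 to 172 reads per embryo) and 0.0407 ± 0.0118 CPM in mutants (SD, n=4, 1 to 3 reads). Its log2 fold change was -6.20 (adjusted *P*=9.55e-05, edgeR's exact test with Benjamini-Hochberg adjustment), and at E10.5, where the reads per embryo ranged from 0 to 135, it was not a DEG. The wild-type embryos at E10.5 had 97, 0 and 0 reads and the mutants 0, 135, 3 and 1. The presence of *Gm8801* reads thus did not follow the genotype at E10.5, and the difference at E10.0 may not be an effect of *Smad4*.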

**Fig. 3.**
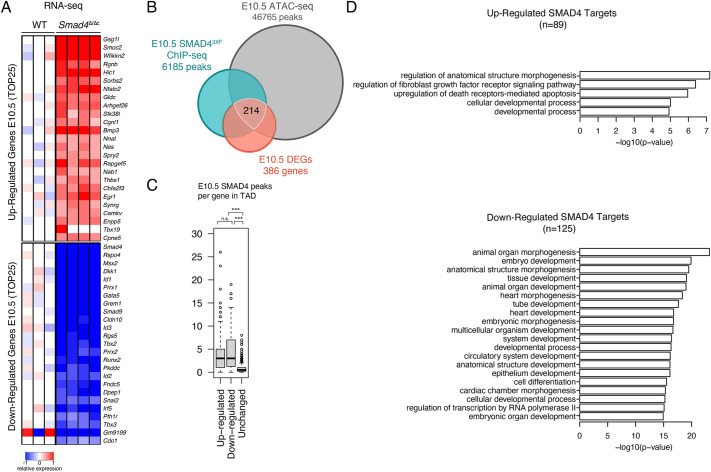
**The SMAD4 target genes in mouse forelimb buds at E10.5.** (A) Heatmaps showing the DEGs identified by comparing wild-type (WT) and *Smad4*^Δ/Δc^ transcriptomes at E10.5 (35 somites; wild type, *n*=3; *Smad4*^Δ/Δc^, *n*=4 biological replicates). The top 25 downregulated and upregulated genes are shown (normalized to the mean expression in wild-type samples). For each gene, the log2-ratio between the expression levels in each sample and the mean of the wild-type forelimb buds is shown. (B) Three-way Venn diagram showing the intersection between the ChIP-seq (E10.5, 34-38 somites), ATAC-seq (E10.5, 35 somites) and RNA-seq (E10.5, 35 somites) datasets. This intersection identifies 214 candidate SMAD4 target genes in forelimb buds. (C) Box plot analysis representing the number of SMAD4^3xF^ ChIP-seq peaks within a TAD harboring the SMAD4 target gene. The box plot indicates median (50th percentile) and interquartile range (25th and 75th percentiles; IQR) with whiskers set at 1.5×IQR. Values exceeding the whiskers are considered outliers and are individually marked. Upregulated versus unchanged, *P*=1.5e-52; downregulated versus unchanged, *P*=1.4e-36 (Mann–Whitney test). n.s., not significant. (D) GO enrichment analysis of biological processes for down- and upregulated SMAD4 target genes.

The SMAD4 transcriptional target genes in early mouse forelimb buds (Fig. 2B) were identified as follows: the SMAD4 ChIP-seq peaks (E9.5-E10.0, 25-30 somites) overlapping regions of open chromatin, as determined by ATAC-seq analysis in wild-type forelimb buds at E9.75 (26 somites, *n*=2), were assigned to the nearest DEG (E10.0, 30 somites) that is located within a maximally 1Mb genomic interval, which corresponds to the average size of topologically associating domains (TADs, Dixon et al., 2016, 2012). This bioinformatics analysis identified 306 SMAD4 target genes that are differentially expressed in the mesenchyme of early mouse forelimb buds. Genes that are either up- or downregulated in *Smad4*^Δ*/*Δ*c*^ forelimb buds contain, in general, more SMAD4-binding regions within their TADs than genes whose expression is unchanged (Fig. 2C). In *Smad4*^Δ/Δc^ forelimb buds at E10.0, the expression of 163 SMAD4 target genes is upregulated (Table S3), whereas the others are downregulated (*n*=143, Table S4). Gene ontology (GO) analysis shows that genes with increased expression, i.e. target genes negatively regulated by SMAD4, function in various developmental processes, in agreement with the broad *Smad4* requirement during embryonic development (upper panel, Fig. 2D; Chu et al., 2004). In addition to its functions in limb development (yellow-shaded terms, lower panel, Fig. 2D), GO analysis of SMAD4 target genes with reduced expression in mutant forelimb buds reveals an unexpected role for SMAD4 in the positive regulation of lipid/sterol/cholesterol biosynthesis and metabolism (blue-shaded terms, Fig. 2D).

As BMP activity is progressively reduced due to increasing GREM1-mediated BMP antagonism (Bénazet et al., 2009), we used the same strategy to identify DEGs and SMAD4 target genes in forelimb buds at E10.5 (35 somites, Fig. 3 and Tables S5-S8). Comparison of wild-type and *Smad4*^Δ/Δc^ forelimb buds identified 386 DEGs and 214 differentially expressed SMAD4 target genes (Fig. 3A,B). 

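At E10.5, 462 of the 12393 genes tested were DEGs between wild type (n=3) and *Smad4* Δ/Δc (n=4), of which 271 were upregulated and 191 downregulated in mutants. In 255 of the upregulated and 179 of the downregulated genes, the genotypes did not overlap. The quasi-likelihood test without a block gave 341 DEGs and the same test with the replicate number as a block 378, with the mean correlation of same-numbered samples at -0.0814. With each stage fitted apart there were 549. Among the alternatives, the largest move was to 286 DEGs in 1 of the 14 fits that left out a sample, and the highest number in these fits was 516. All 50 entries of the lists in Fig. 3A were DEGs in the drawn direction, and 24 of the 25 upregulated and 23 of the 25 downregulated genes kept this in all 7 fits that left out a sample of this stage.

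The upregulated DEGs with the smallest *P*-values among those separating the genotypes were *Gsg1l*, *Smoc1* and *Chrna1*. *Gsg1l* (mm9 chromosome 7, 133021933 to 133225925) rose from 0.575 ± 0.0888 CPM in wild type to 3.15 ± 0.671 CPM in mutants, with a log2 fold change of 2.44 (standard error 0.125, adjusted *P*=3.75e-16, edgeR's exact test with Benjamini-Hochberg adjustment). *Smoc1* had a log2 fold change of 0.93 (standard error 0.0332) and *Chrna1* of 1.77 (standard error 0.12). The corresponding downregulated genes were *Smad4*, *Rspo4* and *Msx2*. *Rspo4* (chromosome 2, 151668663 to 151700404) fell from 57.3 ± 7.16 to 21.3 ± 1.17 CPM, with a log2 fold change of -1.43 (standard error 0.106, adjusted *P*=9.01e-25, edgeR and Benjamini-Hochberg as above). *Msx2* had a log2 fold change of -1.66 (standard error 0.115).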

As for the earlier limb bud stage, more SMAD4-binding regions were detected in TADs encoding DEGs than in TADs containing genes with unchanged expression in *Smad4*^Δ/Δc^ limb buds (Fig. 3C). This indicates that target genes whose limb bud expression depends crucially on SMAD4 are regulated by the interaction of SMAD4-chromatin complexes with multiple rather than single *cis*-regulatory modules (CRMs, Fig. 3C). GO analysis of the SMAD4 target genes in forelimb buds at E10.5 points to functions in various developmental processes (Fig. 3D), but terms relevant to lipid/sterol/cholesterol biosynthesis are no longer enriched (compare to Fig. 2D). This indicates that SMAD4 upregulates the expression of enzymes involved in cholesterol synthesis during the onset rather than during the progression of forelimb bud development.

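Of the 21 genes drawn in Fig. 4B, 21 were downregulated DEGs in mutants at E10.0 and 1 at E10.5, where 6 were lower at an unadjusted *P* under 0.05. The difference between the stages was tested by the interaction of stage and genotype in edgeR's quasi-likelihood test over all 14 samples. *Dhcr7* and 2 other genes of the 21 had an interaction at an FDR of 0.1 after Benjamini-Hochberg adjustment, and 19 of the 21 at an unadjusted *P* under 0.05. With the replicate number as a block 0 of the 21 passed the FDR and 16 the unadjusted threshold. That fit compares the genotypes only within shared replicate numbers. Under DESeq2 9 of the 21 passed the FDR. The interaction was also computed on 1 value per embryo, the mean of log2(CPM + 1) over the 21 genes. The genotype difference of this mean was smaller at E10.5 than at E10.0 by 0.45 on the log2 scale (standard error 0.0666). The genes were chosen as downregulated at E10.0 in these embryos, which by itself favours a larger difference at E10.0, and none of these tests of the interaction allows for it. When the genotypes were relabelled within each stage, 117 of the 1225 labellings gave a difference as large (exact two-sided permutation test, *P*=0.0955). This relabelling does not hold the overall genotype effect fixed. A permutation of the residuals of the model without interaction, chosen after that result had been seen, gave *P*=1e-04 over 100000 permutations.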

### Premature transcriptional downregulation of cholesterol synthesis enzymes and intracellular cholesterol in *Smad4*-mutant limb buds

The transcript levels of cholesterol biosynthesis enzymes (reviewed by Luo et al., 2020) are higher in wild-type than *Smad4*^Δ/Δc^ forelimb buds at E10.0 (Fig. 4A,B, Tables S2, S6). 

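At E10.0, all 21 genes for enzymes and regulators of cholesterol biosynthesis in Fig. 4B had lower transcript levels in *Smad4* Δ/Δc than in wild-type forelimb buds, with log2 fold changes of -1.14 to -0.41. The genes were drawn in Fig. 4B because they are downregulated in these embryos, so that neither their number nor the test of their mean below is an independent test. They remained DEGs in 18 to 21 cases across the 14 fits that each left out 1 sample. The mean of log2(CPM + 1) over the 21 genes was 6.64 ± 0.0428 in wild type (SD, n=3 embryos) and 6.03 ± 0.0632 in mutants (SD, n=4), a difference of -0.61 (standard error 0.0401). The highest mutant embryo had 6.09 and the lowest wild-type embryo 6.59. Of the 35 splits of the 7 embryos, only the split by genotype gave a difference as large (exact two-sided permutation test, *P*=0.0286, the smallest value that 3 embryos against 4 allow). With each embryo left out in turn the difference stayed between -0.63 and -0.58.

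**Figure D2:**
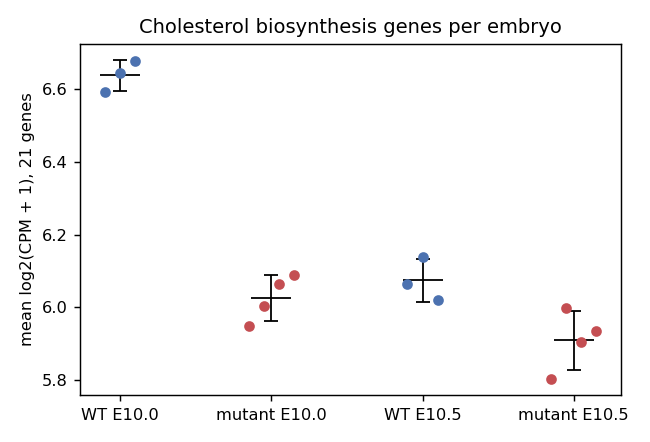
Mean of log2(CPM + 1) over the 21 genes of Fig. 4B (vertical axis, which does not start at 0) in wild-type (WT, n=3) and *Smad4* Δ/Δc (mutant, n=4) forelimb buds at both stages (horizontal axis). Each point is 1 embryo, and the bar and whiskers are the mean and SD. Wild-type embryos at E10.0 lie between 6.59 and 6.68, above all others.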

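Between E10.0 and E10.5, 18 of the 21 cholesterol pathway genes of Fig. 4B decreased in wild type and 3 in *Smad4* Δ/Δc forelimb buds (edgeR's exact test between the stages, at the thresholds for DEGs). The mean of log2(CPM + 1) over the 21 genes changed by -0.56 in wild type (3 embryos against 3, exact two-sided permutation test, *P*=0.1, the smallest value this design allows). In mutants it changed by -0.12 (4 embryos against 4, exact two-sided permutation test, *P*=0.0571). At E10.5 it was 6.07 ± 0.0595 in wild type (SD, n=3) and 5.91 ± 0.0812 in mutants (SD, n=4). The difference of -0.16 (standard error 0.0532) was smaller than at E10.0, and every wild-type embryo still lay above every mutant embryo. Of the 35 splits of the embryos, 2 gave a difference as large (exact two-sided permutation test, *P*=0.0571). *Tm7sf2* (mm9 chromosome 19, 6062821 to 6068373) was the only 1 of the 21 genes that was a DEG at E10.5, with 13.1 ± 1.81 CPM in wild type, 9.95 ± 0.845 CPM in mutants and a log2 fold change of -0.41 (standard error 0.122, adjusted *P*=0.081, edgeR's exact test with Benjamini-Hochberg adjustment). It no longer passed the threshold in 5 of the 7 fits that left out an embryo of this stage. From the higher levels in wild type at E10.0 and the reduced levels in both genotypes by E10.5, the paper concludes that SMAD4 is required to upregulate or maintain the transcription of these enzymes during the onset of limb bud development.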

Only by E10.5 are expression levels reduced to a similar extent in both genotypes, which reveals the SMAD4 requirement for upregulating/maintaining the transcription of cholesterol biosynthesis enzymes during the onset of limb bud development (prior to E10.5, Fig. 4B). Several of these downregulated enzymes are direct transcriptional targets of SMAD4 at E10.0 (7 of 16, Fig. 4A,B and Table S4). The target genes that are prematurely downregulated in *Smad4*^Δ/Δc^ forelimb buds also include non-enzymatic regulators of the cholesterol pathway, such as *Insig1, Ldlr*, *Pcsk9* and *Srebf1* (Fig. 4B; Luo et al., 2020). 

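At E10.0, *Insig1* (mm9 chromosome 5, 28397952 to 28405201) had 143 ± 7.28 CPM in wild type (SD, n=3) and 82.6 ± 10.2 CPM in mutants (SD, n=4), a log2 fold change of -0.79 (standard error 0.0974, adjusted *P*=4.81e-10, edgeR's exact test with Benjamini-Hochberg adjustment). *Srebf1* (chromosome 11, 60012591 to 60036083) had 59.2 ± 4.11 CPM in wild type and 43.1 ± 8.64 CPM in mutants, a log2 fold change of -0.46 (standard error 0.155, adjusted *P*=0.0286, edgeR and Benjamini-Hochberg as above). It lost the threshold in 3 of the 7 fits that left out an embryo. In wild type, *Insig1* also decreased between the stages, to 92.7 ± 6.62 CPM at E10.5. At that stage neither *Insig1* nor *Srebf1* was a DEG between the genotypes (log2 fold changes of -0.21 and -0.27).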

Comparative whole-mount RNA *in situ* hybridization (WISH) analysis shows that most cholesterol biosynthesis enzymes and regulators are expressed rather uniformly, which precludes detection of distinct spatial differences (Fig. S2). However, the spatial transcript distribution of key enzymes such as *Mvk, Idi1*, *Cyp51* and *Dhcr7* is altered in *Smad4*^Δ/Δc^ forelimb buds (Fig. 4C). Together with reduced transcript levels for most enzymes (panel E10.0 in Fig. 4B), this points to possible alterations in endogenous cholesterol biosynthesis in mutant limb buds at early stages (E10.0). 

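The 16 enzymes in Fig. 4B were all downregulated in mutants at E10.0, with log2 fold changes of -0.85 to -0.41 and a median of -0.59. The largest decrease among them was that of *Mvd* (mm9 chromosome 8, 124957496 to 124967322), from 55.1 ± 4.68 CPM in wild type (SD, n=3) to 30.7 ± 7.65 CPM in mutants (SD, n=4). Its log2 fold change was -0.85 (standard error 0.19, adjusted *P*=4.21e-05, edgeR's exact test with Benjamini-Hochberg adjustment). The smallest was that of *Hsd17b7* (chromosome 1, 171879666 to 171899372), from 50.2 ± 1.88 to 37.9 ± 2.26 CPM, a log2 fold change of -0.41 (standard error 0.0525, adjusted *P*=0.00139, edgeR and Benjamini-Hochberg as above). *Pmvk*, with the next smallest change (-0.43, standard error 0.126), lost the threshold in 4 of the 7 fits that left out an embryo of this stage. Over the 16 enzymes alone, the mean of log2(CPM + 1) differed by -0.61 between the genotypes at E10.0 and by -0.15 at E10.5.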

The total cholesterol content includes both cell membrane-associated and intracellular cholesterol, and a potential deficiency in endogenous cholesterol could be masked by exogenous cholesterol, produced by other embryonic tissues or of maternal origin (Tint et al., 2006). Therefore, the levels of intracellular cholesterol were analyzed as follows: wild-type and *Smad4*^Δ/Δc^ LMPs were isolated from pairs of forelimb buds (E10.0; 28-30 somites) and cultured in cholesterol-free medium for 20-24 h. After depletion of membrane-associated cholesterol, intracellular cholesterol levels were quantitated for LMPs of both genotypes (Table S9; Vienken et al., 2017; Wilhelm et al., 2017) and the intracellular cholesterol levels per cell determined (Fig. 4D). Although there is inherent variability between LMPs from different forelimb buds, wild-type LMPs contain, on average, ∼4.60×10^−7^ µg intracellular cholesterol, whereas these levels are reduced to ∼1.47×10^−7^ µg cholesterol per cell in *Smad4*^Δ/Δc^ limb buds (Fig. 4D). This intracellular cholesterol deficiency is a likely consequence of the premature downregulation of cholesterol biosynthesis enzymes in mutant forelimb buds (E10.0 in Fig. 4B). As cholesterol modification is required for SHH signaling (Li et al., 2006), we investigated potential alterations in cultured *Smad4*^Δ/Δc^ LMPs. However, cellular and biochemical analysis failed to reveal significant alterations, possibly because endogenous cholesterol synthesis is reduced by the *Smad4* deficiency rather than disrupted by, for example, inactivating the *Dhcr7* or the *Sc5d* enzymes (Fig. 4A; Cooper et al., 2003; Krakowiak et al., 2003). In agreement, no significant spatial changes in *Shh* expression and its targets *Gli1* and *Ptch1*, which serve as transcriptional sensors of SHH signal transduction, are detected in *Smad4*^Δ/Δc^ forelimb buds (Fig. S3). In contrast, the SMAD4 target gene *Hhip*, which encodes an inhibitor of SHH signaling (Chuang and McMahon, 1999), is upregulated in *Smad4*^Δ/Δc^ forelimb buds at E10.5 (Fig. S3, Tables S5 and S7).

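*Hhip* (mm9 chromosome 8, 82490014 to 82581905, minus strand) had 6.59 ± 1.02 CPM in wild-type (SD, n=3) and 10.1 ± 1.54 CPM in *Smad4* Δ/Δc forelimb buds (SD, n=4) at E10.5, on 250 to 679 reads per embryo. The log2 fold change was 0.62 (standard error 0.146, adjusted *P*=0.0245, edgeR's exact test with Benjamini-Hochberg adjustment), and every mutant embryo lay above every wild-type embryo. It no longer passed the threshold in 3 of the 7 fits that left out an embryo of this stage. At E10.0, *Hhip* had 5.20 ± 0.901 CPM in wild type and 7.36 ± 1.37 CPM in mutants, with a log2 fold change of 0.50 (standard error 0.175, adjusted *P*=0.092, same edgeR test and Benjamini-Hochberg adjustment). There the genotypes overlapped, and the gene lost the threshold in 5 of the 7 fits that left out an embryo of this stage. At E10.0 it was also under the threshold in the quasi-likelihood test and with each stage fitted apart. The same held with the replicate number as a block and with the replicates numbered 1 to 3 alone. The change did not differ detectably between the stages (interaction 0.13, adjusted *P*=0.963, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).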

**Fig. 4.**
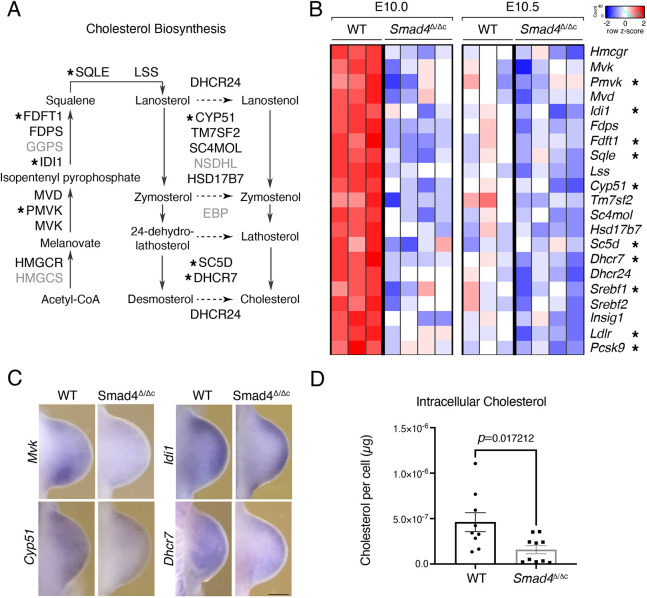
**The expression of cholesterol biosynthesis enzymes is prematurely downregulated in *Smad4*^Δ/Δc^ limb buds.** (A) Schematic representation of the cholesterol biosynthesis pathway. Enzymes downregulated in *Smad4*^Δ/Δc^ forelimb buds at E10.0 are indicated in black, direct SMAD4 target genes are indicated by asterisks. Enzymes with unchanged expression are indicated in gray. (B) Heatmap showing the expression of the downregulated genes encoding enzymes and regulators of cholesterol biosynthesis in wild-type (WT) and *Smad4*^Δ/Δc^ forelimb buds at E10.0 (30 somites) and E10.5 (35 somites). For each gene, the z-score of the expression levels is shown. Red indicates higher and blue indicates lower expression compared with the average expression level. SMAD4 target genes are indicated with asterisks. (C) Whole-mount *in situ* hybridization analysis of key genes in the cholesterol biosynthesis pathway, the spatial expression of which is clearly altered in *Smad4*^Δ/Δc^ forelimb buds at E10.0 (28-31 somites). For each gene and genotype, *n*=3 biological replicates from three independent experiments were analyzed. Scale bar: 250 µm. (D) Biochemical quantitation of intracellular cholesterol in wild-type (*n*=9) and *Smad4*^Δ/Δc^ (*n*=10 biological replicates) LMPs after culture in cholesterol-free medium (20-24 h). (*P*=0.017212, Mann–Whitney test). Data are mean±s.e.m. with individual data points shown.

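Among the enzymes drawn in gray in Fig. 4A, *Ggps1* (mm9 chromosome 13, 14144637 to 14155668) was tested and did not change between the genotypes at E10.0, with 45.1 ± 1.71 CPM in wild type (SD, n=3) and 48.4 ± 4.64 CPM in mutants (SD, n=4). Its log2 fold change was 0.10 (standard error 0.0774, adjusted *P*=0.602, edgeR's exact test with Benjamini-Hochberg adjustment). *Hmgcs1* had 0 to 6 reads per sample and did not reach the minimum for the test. *Nsdhl* and *Ebp* lie on chromosome X, which the methods exclude. When chromosomes X, Y and M were kept, *Nsdhl* (70163896 to 70203853) had 111 ± 2.52 CPM in wild type and 62.2 ± 10.5 CPM in mutants at E10.0, a log2 fold change of -0.84 (standard error 0.12, adjusted *P*=4.28e-10, edgeR and Benjamini-Hochberg as above). *Ebp* changed by -0.26 (standard error 0.062, adjusted *P*=0.175, edgeR and Benjamini-Hochberg as above).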

### The *Smad4* deficiency disrupts BMP signal transduction during early forelimb bud development

To gain insight into major molecular differences between wild-type and *Smad4*-deficient limb buds, the stage-specific and shared DEGs and SMAD4 target genes were identified (Fig. 5A,B). 

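The DEGs of both stages, 819 at E10.0 and 462 at E10.5, had 194 genes in common, 23.7% of the DEGs at E10.0 and 42.0% of those at E10.5. If the lists were independent draws from the 12393 genes tested, 30.5 would be shared. Of the 194 shared DEGs, 182 changed in the same direction at both stages and 12 in opposite directions. The number shared was 218 with the replicate number as a block, for which the mean correlation of same-numbered samples was -0.0814. It fell to 28 with *Xist* as a covariate, which was itself higher in mutants at E10.0, and ranged from 114 to 221 across the 14 fits that left out 1 sample. In the subset of targets bound by SMAD4 the overlap was not analysed here.

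**Figure D3:**
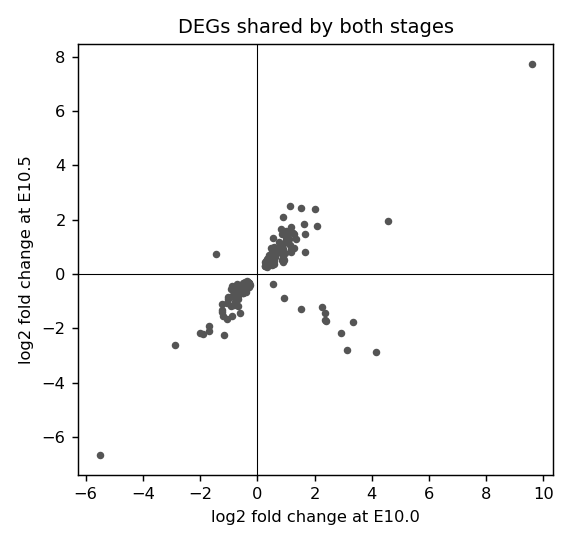
The log2 fold change (mutant over wild type) at E10.0 (horizontal axis) and at E10.5 (vertical axis) of the 194 DEGs shared by both stages, with 1 point per gene. The 182 genes in the lower left and upper right quadrants changed in the same direction at both stages, and the 12 in the other quadrants in opposite directions.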

Not only is the number of DEGs and SMAD4 target genes reduced in forelimb buds at E10.5, but also few DEGs and SMAD4 target genes are shared between the two stages (DEGs, *n*=151; targets, *n*=43, Fig. 5A,B, Tables S10-S13). 

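At E10.0, 625 of the DEGs were not DEGs at E10.5, and 268 of those at E10.5 were not DEGs at E10.0. Of the 625 genes, 550 had a log2 fold change of the same sign at E10.5, and of the 268 genes, 217 had the same sign at E10.0. Over the DEGs of either stage, the log2 fold changes of the stages had a Pearson correlation of 0.526 across genes, which are not independent replicates. A difference between the stages was tested for every gene by the interaction of stage and genotype (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, all 14 samples). At an FDR of 0.1, 23 of the 12393 genes had an interaction, and 714 at an unadjusted *P* under 0.05. Of the 23 genes, 12 were shared DEGs with opposite directions and 11 were DEGs at a single stage. Of the 893 DEGs called at a single stage, 301 had an unadjusted interaction *P* under 0.05. The alternatives ranged from 0 genes with the replicate number as a block (1058 at an unadjusted *P* under 0.05) to 87 genes under DESeq2. The block compares the genotypes only within shared replicate numbers.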

Rather, most of the DEGs and SMAD4 target genes are markedly different during the onset (E9.5-E10.0) and progression of forelimb bud development (E10.5; Figs 2, 3 and 5A,B). Interestingly, this change in SMAD4 target genes correlates well with the observed differences in the enriched motifs in SMAD4-chromatin complexes (Fig. 1D) and parallels the shift from high to low BMP activity (Bénazet et al., 2009). As SMAD4 participates in both BMP and TGFβ signal transduction, we assessed the extent to which the expression of DEGs and inferred SMAD4 target genes (Figs 2 and 3) in the TGFβ and BMP pathways are altered between wild-type and *Smad4*^Δ/Δc^ forelimb buds (TGFβ GO:0007179 and BMP GO:0030509; Fig. 5C-E). This analysis shows that a smaller fraction of genes assigned to the TGFβ than BMP pathway are differentially expressed (Fig. 5C). Only six of the 17 DEGs belonging to the TGFβ pathway are downregulated in mutant forelimb buds, whereas others are precociously upregulated (Fig. 5C,D). In contrast, analysis of the BMP pathway shows that the fraction of downregulated DEGs increases during early limb bud outgrowth (from 11 to 15 of the 23 DEGs, Fig. 5C,E). This is intriguing as it parallels the reduction in BMP activity during progression of wild-type limb bud outgrowth, which does not occur in *Smad4*^Δ/Δc^ forelimb buds (Fig. 5E; Bénazet et al., 2009, 2012). Furthermore, the *Bmp2*, *Bmp4* and *Bmp7* ligands, which are required in the limb bud mesenchyme, are up-regulated, whereas the expression of transcriptional sensors for BMP signal transduction, *Msx2* and *Id1*, is much reduced in *Smad4*^Δ/Δc^ forelimb buds (Fig. 5E, Fig. S4; Brugger et al., 2004; Lopez-Rovira et al., 2002). 

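The 17 genes of the TGFβ pathway in Fig. 5D were all DEGs at 1 stage at least, 6 downregulated and 11 upregulated in mutants. The genes were drawn in Fig. 5D because they are DEGs of these samples, so that their number is not an independent test. At E10.0, 5 were downregulated and 5 upregulated, and at E10.5, 5 and 6. The largest decrease was that of *Smad9*, from 3.29 ± 1.36 CPM in wild type (SD, n=3) to 1.45 ± 0.345 CPM in mutants (SD, n=4) at E10.0 and from 2.03 ± 0.187 to 0.429 ± 0.0926 CPM at E10.5. Its log2 fold changes were -1.18 (standard error 0.27, adjusted *P*=0.000688, edgeR's exact test with Benjamini-Hochberg adjustment) and -2.24 (standard error 0.07, adjusted *P*=6.6e-11, same edgeR test and Benjamini-Hochberg adjustment). At this low expression the standard errors, taken from log2(CPM + 1), are too small for the log2 fold changes. The largest increases were those of *Mstn* at E10.0 (0.712 ± 0.298 to 1.69 ± 0.414 CPM, log2 fold change 1.23, standard error 0.188) and of *Wfikkn2* at E10.5 (2.80 ± 0.857 to 9.55 ± 1.18 CPM, log2 fold change 1.77, standard error 0.2). With the replicate number as a block, 2 genes of the 17 were downregulated DEGs at each stage, and across the fits that left out 1 sample 3 to 5 at E10.0 and 2 to 5 at E10.5. Among the 17 genes, the downregulated *Smad6*, *Smad7*, *Smad9* and *Itga3* and the upregulated *Bmp2*, *Hipk2* and *Tgfbr3* are also drawn in Fig. 5E. The changes of these shared genes cannot be assigned to the TGFβ rather than the BMP pathway.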

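Of the 23 genes of the BMP pathway in Fig. 5E, which the paper chose as DEGs of these samples, 9 were downregulated and 6 upregulated DEGs at E10.0, and 12 were downregulated and 7 upregulated at E10.5. Counted by the sign of the log2 fold change alone, 10 of the 23 were lower in mutants at E10.0 and 15 at E10.5. At either stage, 13 were downregulated and 10 upregulated DEGs. The number of downregulated genes was 7 at both stages when the replicate number was a block, for which the mean correlation of same-numbered samples was -0.0814. Across the fits that left out 1 sample it was 7 to 9 at E10.0 and 8 to 13 at E10.5. The largest decreases were those of *Dkk1* at E10.0, from 16.0 ± 3.62 CPM in wild type (SD, n=3) to 4.97 ± 1.44 CPM in mutants (SD, n=4), and of *Smad9* at E10.5. The log2 fold change of *Dkk1* was -1.68 (standard error 0.236, adjusted *P*=2.27e-13, edgeR's exact test with Benjamini-Hochberg adjustment) at E10.0 and -1.91 (standard error 0.17) at E10.5. *Bmp3* had the largest increase at both stages, with 1.07 ± 0.282 CPM in wild type and 2.19 ± 1.05 CPM in mutants at E10.0 and 1.35 ± 0.407 and 4.06 ± 0.855 CPM at E10.5. Its log2 fold changes were 1.01 at E10.0 (standard error 0.27, adjusted *P*=0.0529, edgeR and Benjamini-Hochberg as above) and 1.58 at E10.5 (standard error 0.191, adjusted *P*=0.00023, edgeR and Benjamini-Hochberg as above). At E10.0 the genotypes overlapped, and mutant replicates 1 and 3 had 1.27 and 1.32 CPM of *Bmp3* against 3.28 and 2.90 CPM in replicates 4 and 5. There *Bmp3* lost the threshold under the quasi-likelihood test, with the replicate number as a block (log2 fold change 0.066), with the replicates numbered 1 to 3 alone and in 4 of the 7 fits that left out an embryo of the stage. At E10.5 every mutant embryo lay above every wild-type embryo, and *Bmp3* kept the threshold in all of these fits.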

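Of the ligands, *Bmp2* (mm9 chromosome 2, 133377895 to 133388621) did not differ between the genotypes at E10.0 (3.13 ± 0.314 CPM in wild type, 3.51 ± 0.485 CPM in mutants). At E10.5 it had 2.95 ± 0.477 CPM in wild type (SD, n=3) and 5.54 ± 0.135 CPM in mutants (SD, n=4), a log2 fold change of 0.91 (standard error 0.105, adjusted *P*=9.51e-06, edgeR's exact test with Benjamini-Hochberg adjustment). *Bmp4* (chromosome 14, 47003195 to 47010344) was higher in mutants at both stages, with 53.6 ± 2.87 against 69.7 ± 6.12 CPM at E10.0 and 55.7 ± 2.15 against 70.6 ± 9.02 CPM at E10.5. Its log2 fold changes were 0.38 (standard error 0.0746, adjusted *P*=0.0114) and 0.34 (standard error 0.0958, adjusted *P*=0.0341; both by edgeR's exact test with Benjamini-Hochberg adjustment). *Bmp4* lost the threshold in 1 of the 7 fits that left out an embryo at E10.0 and in 4 of the 7 at E10.5. At E10.5 *Bmp4* also lost it with the replicate number as a block and with the replicates numbered 1 to 3 alone. *Bmp7* (chromosome 2, 172693513 to 172765822) was not a DEG, with log2 fold changes of 0.09 at E10.0 (standard error 0.124, adjusted *P*=0.803, edgeR and Benjamini-Hochberg as above) and 0.37 at E10.5 (standard error 0.167, adjusted *P*=0.187, edgeR and Benjamini-Hochberg as above). The mutant embryos at E10.5 varied in *Bmp7* (65.9 ± 13.6 CPM) and overlapped with the wild type (50.9 ± 4.32 CPM), and the gene became a DEG in 1 of the 7 fits that left out an embryo.

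The transcriptional sensors changed in the other direction. *Msx2* (chromosome 13, 53562250 to 53568443) fell from 43.8 ± 8.92 to 21.1 ± 5.59 CPM at E10.0 and from 39.6 ± 0.956 to 12.6 ± 2.00 CPM at E10.5, with log2 fold changes of -1.06 (standard error 0.239) and -1.66 (standard error 0.115). *Id1* (chromosome 2, 152561987 to 152563146) fell from 40.2 ± 8.45 to 17.0 ± 3.72 CPM at E10.0 and from 35.0 ± 2.49 to 13.9 ± 0.438 CPM at E10.5, with log2 fold changes of -1.24 (standard error 0.218) and -1.33 (standard error 0.0619). The adjusted *P*-values of *Msx2* and *Id1* were at most 2e-07 at both stages (edgeR's exact test with Benjamini-Hochberg adjustment), and both genes remained DEGs in every fit that left out an embryo.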

As no corresponding changes are detected in the *Tgfb* pathway (Fig. 5D, Fig. S4), *Smad4* functions predominantly in BMP signal transduction during early limb bud development (E10.0-E10.5). 

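Of the TGFβ ligands shown in Fig. S4, *Tgfb2* (mm9 chromosome 1, 188447065 to 188529871) had 49.2 ± 2.56 CPM in wild type (SD, n=3) and 43.1 ± 6.55 CPM in mutants (SD, n=4) at E10.0. Its log2 fold change was -0.19 at E10.0 (standard error 0.115, adjusted *P*=0.375, edgeR's exact test with Benjamini-Hochberg adjustment) and -0.23 at E10.5 (standard error 0.0906, adjusted *P*=0.432, same edgeR test and Benjamini-Hochberg adjustment). *Tgfb3* (chromosome 12, 87397694 to 87419991) had a log2 fold change of 0.07 at E10.0 (standard error 0.182, adjusted *P*=0.868, edgeR and Benjamini-Hochberg as above). With the replicate number as a block, the genotypes were compared only within shared numbers (mean correlation of same-numbered samples -0.0814). In that fit *Tgfb3* was a downregulated DEG at E10.0 (log2 fold change -0.34, adjusted *P*=0.0692, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At E10.5 it had 18.6 ± 0.882 CPM in wild type and 24.6 ± 2.26 CPM in mutants, a log2 fold change of 0.40 (standard error 0.0739, adjusted *P*=0.159, edgeR and Benjamini-Hochberg as above). Every mutant embryo lay above every wild-type embryo in *Tgfb3* at E10.5, and the gene passed the threshold when each stage was fitted apart. From the increase of *Bmp* ligands beside the decrease of *Msx2* and *Id1*, and the lack of corresponding changes in the TGFβ pathway, the paper concludes that *Smad4* acts mainly in the BMP pathway at these stages.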

The opposing effects of mesenchymal *Smad4* deficiency on the expression of *Bmp* ligands and transcriptional sensors shows that BMP signal transduction is disrupted in the *Smad4*-mutant mesenchyme. This is corroborated by the failure to upregulate mesenchymal *Grem1* via the feedback signaling system in response to increased *Bmp4* expression (Fig. 5E; Bénazet et al., 2009).

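*Grem1* (mm9 chromosome 2, 113586321 to 113598803, minus strand) had 23.2 ± 4.26 CPM in wild type (SD, n=3) and 9.97 ± 1.16 CPM in mutants (SD, n=4) at E10.0, and 28.6 ± 3.16 and 13.4 ± 1.19 CPM at E10.5. The log2 fold changes were -1.22 (standard error 0.173, adjusted *P*=1.73e-15) and -1.09 (standard error 0.107, adjusted *P*=9.34e-13; both by edgeR's exact test with Benjamini-Hochberg adjustment). The genotypes did not overlap at either stage. The lowest wild-type embryo had 18.4 CPM and the highest mutant embryo 11.4 CPM at E10.0, and the values at E10.5 were 25.9 and 14.5 CPM. With each embryo left out in turn, the log2 fold change stayed between -1.37 and -1.12 at E10.0 and between -1.15 and -0.99 at E10.5. In the same mutants *Bmp4* was increased, with log2 fold changes of 0.38 and 0.34. At E10.5 the increase of *Bmp4* lost the threshold in 4 of the 7 fits that left out an embryo.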

**Fig. 5.**
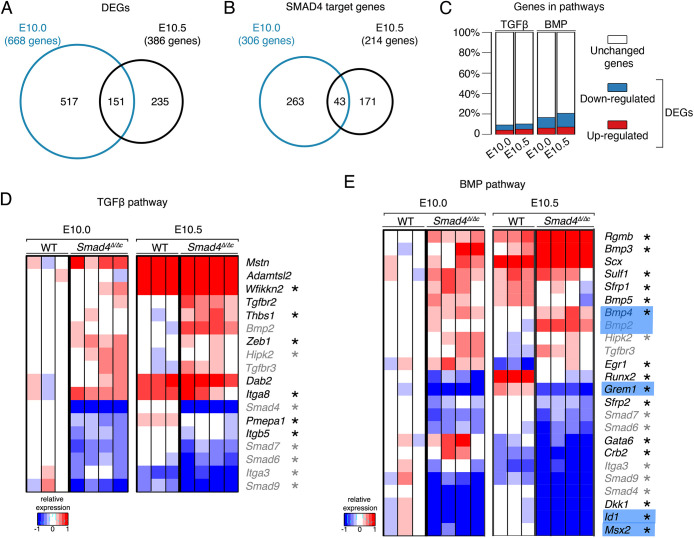
**SMAD4 differentially regulates gene expression in forelimb buds, but predominantly impacts the BMP pathway at E10.0 and E10.5.** (A,B) Venn diagrams showing the intersection between the DEGs at E10.0 and E10.5 (A), and SMAD4 target genes at E10.0 and E10.5 (B). (C) Stacked bar plots show the percentage of DEGs functionally associated with the TGFβ (GO:0007179) and BMP (GO:0030509) pathways, respectively. (D,E) Heat maps showing the DEGs in the TGFβ (D) and BMP (E) pathways. For each gene, the log2-ratio between the expression level in each sample (E10.5 in wild-type, E10.0 and E10.5 *Smad4*^Δ/Δc^) and the mean of the wild-type forelimb buds at E10.0 are shown. Red indicates increased expression and blue indicates reduced expression in comparison with the mean of the wild-type samples. Genes indicated in black are either TGFβ or BMP pathway specific; genes indicated in gray are shared between the two pathways. The names of some key genes in the BMP pathway are highlighted in blue. Asterisks mark the SMAD4 target genes among the DEGs.

### *Smad4* controls the spatial upregulation of target genes by interacting with enhancers active in the anterior forelimb bud mesenchyme

The spatial distribution of 143 SMAD4 target genes downregulated at E10.0 (29-31 somites; Fig. 2D; Table S4) was analyzed by comparative WISH of wild-type and mutant forelimb buds, which yielded results for 91 genes. The genes analyzed are shown in Figs 4C and 6 (see also Figs S2 and S3). This screen revealed the reduced expression (Fig. 6A) and spatial alterations in the anterior mesenchyme of *Smad4*^Δ/Δc^ forelimb buds for target genes functioning in the BMP pathway (Fig. 6B,C). They include several regulators of BMP signaling in limb buds, such as the transcriptional sensors Id1, Id2 and Id3, Msx2 and the inhibitory SMAD proteins Smad6 and Smad7 (Fig. 6B; Zhao et al., 2000). 

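The 14 target genes in Fig. 6A, which the paper chose among the downregulated genes, were all downregulated DEGs at E10.0 in the counts, with log2 fold changes of -1.24 to -0.28 and a median of -0.58. The strongest decreases were those of *Id3* and *Id1*, and the weakest that of *Sfrp2*. At E10.5, 12 of the 14 were downregulated DEGs. With the replicate number as a block, for which the mean correlation of same-numbered samples was -0.0814, 12 of the genes passed at E10.0 and 10 at E10.5. Across the 14 fits that left out 1 sample, 11 to 14 passed at E10.0 and 11 to 12 at E10.5. The spatial distribution of the transcripts was not analysed here.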

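At E10.0, *Id2* fell from 149.9 ± 22.4 CPM in wild type (SD, n=3) to 113 ± 11.8 CPM in mutants (SD, n=4), a log2 fold change of -0.41 (standard error 0.141, adjusted *P*=0.00463, edgeR's exact test with Benjamini-Hochberg adjustment). *Id3* fell from 83.0 ± 21.5 to 35.2 ± 9.61 CPM, with a log2 fold change of -1.24 (standard error 0.295), and *Smad7* from 22.5 ± 1.35 to 15.8 ± 1.45 CPM, with a log2 fold change of -0.51 (standard error 0.081, adjusted *P*=0.000497, same edgeR test and Benjamini-Hochberg adjustment). The decreases of *Id1* and *Msx2* at this stage were -1.24 and -1.06 on the log2 scale. *Smad6* fell from 11.8 ± 1.56 to 8.72 ± 1.12 CPM, a log2 fold change of -0.44 (standard error 0.132, adjusted *P*=0.0802, edgeR and Benjamini-Hochberg as above). The genotypes overlapped in *Smad6*, and it lost the threshold in 5 of the 7 fits that left out an embryo and in the quasi-likelihood test.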

*LacZ* reporter assays establish that for three of these BMP pathway genes (*Id1*, *Id2* and *Msx2*), the genomic regions enriched in SMAD4-chromatin complexes encode bona fide CRMs that function as transcriptional enhancers (Fig. 6C). The spatial activities of these enhancers recapitulate significant aspects of limb bud mesenchymal expression of the associated *Id1*, *Id2* and *Msx2* target genes (Fig. 6B,C). 

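*Alx4*, *Tbx2*, *Sfrp2*, *Snai1*, *Lhx2* and *Prrx2* were downregulated DEGs in mutants at E10.0. *Prrx2* fell from 88.3 ± 5.66 CPM in wild type (SD, n=3) to 43.8 ± 7.28 CPM in mutants (SD, n=4), a log2 fold change of -1.01 (standard error 0.134, adjusted *P*=1.07e-11, edgeR's exact test with Benjamini-Hochberg adjustment). *Tbx2* fell from 20.3 ± 1.35 to 11.8 ± 2.69 CPM (log2 fold change -0.79, standard error 0.16), *Snai1* from 47.9 ± 8.47 to 30.8 ± 5.27 CPM (-0.64, standard error 0.197) and *Lhx2* from 123.5 ± 10.0 to 89.3 ± 13.6 CPM (-0.47, standard error 0.128). The changes of *Alx4* (96.7 ± 3.38 to 75.5 ± 12.5 CPM, log2 fold change -0.36, standard error 0.133) and *Sfrp2* (43.7 ± 2.46 to 36.0 ± 3.67 CPM, -0.28, standard error 0.0843) were smaller. *Alx4* lost the threshold in 3 and *Sfrp2* in 5 of the 7 fits that left out an embryo of this stage.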

The other target genes, the spatial expression of which is reduced and altered in *Smad4*^Δ/Δc^ forelimb buds (Fig. 6A,D) function either in antero-posterior limb bud patterning (*Alx4* and *Tbx2*; Farin et al., 2013; Kuijper et al., 2005), outgrowth and/or chondrogenesis (*Sfrp2*, *Snai1*, *Lhx2* and *Prrx2*; Chen and Gridley, 2013; Geetha-Loganathan et al., 2008; Taher et al., 2011; Tzchori et al., 2009). 

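Of the 14 genes in Fig. 6A, 12 were downregulated DEGs at both stages. *Mxd4* had 11.5 ± 0.713 CPM in wild type (SD, n=3) and 8.05 ± 0.805 CPM in mutants (SD, n=4) at E10.0, with a log2 fold change of -0.52 (standard error 0.0791, adjusted *P*=0.00252, edgeR's exact test with Benjamini-Hochberg adjustment). At E10.5 its values were 12.5 ± 1.21 and 12.1 ± 0.915 CPM, with a log2 fold change of -0.04 (standard error 0.0894, adjusted *P*=0.984, edgeR and Benjamini-Hochberg as above). *Sfrp2* had a log2 fold change of -0.28 at E10.0 (standard error 0.0843, adjusted *P*=0.0563, edgeR and Benjamini-Hochberg as above) and of -0.21 at E10.5 (standard error 0.0363, adjusted *P*=0.381, edgeR and Benjamini-Hochberg as above). Neither change differed between the stages at an FDR of 0.1 over all genes tested. For *Mxd4* this leaves a difference open, as its log2 fold changes of -0.52 and -0.04 had standard errors of 0.0791 and 0.0894. The interaction of stage and genotype was 0.48 for *Mxd4* (adjusted *P*=0.459) and 0.08 for *Sfrp2* (adjusted *P*=0.963; both by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).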

With the exception of *Mxd4* and *Sfrp2*, these genes are part of the differentially expressed target genes shared between *Smad4*^Δ/Δc^ forelimb buds at E10.0 and E10.5 (*n*=43, Fig. S5). In particular, the early and persistent downregulation of SMAD4 target genes functioning in the BMP pathway (*Smad6*, *Smad7*, *Id1*, *Id2*, *Id3* and *Msx2*) and bone development (*Lhx2*, *Snai1*, *Pkdcc* and *Pthr1*; Imuta et al., 2009; Karaplis et al., 1994; Probst et al., 2013) indicates that the disruption of chondrogenesis and bone formation (Bénazet et al., 2012) is rooted in these early transcriptional changes (Fig. 6D, Fig. S5). 

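*Smad6*, *Smad7*, *Id1*, *Id2*, *Id3*, *Msx2*, *Lhx2*, *Snai1*, *Pkdcc* and *Pth1r* (the symbol in the counts for the gene written *Pthr1*) were downregulated DEGs at both stages. Their log2 fold changes were -1.24 to -0.41 at E10.0 and -1.66 to -0.46 at E10.5. *Pkdcc* fell from 278 ± 15.3 CPM in wild type (SD, n=3) to 174 ± 32.1 CPM in mutants (SD, n=4) at E10.0 and from 217 ± 28.4 to 123 ± 13.3 CPM at E10.5. Its log2 fold changes were -0.68 (standard error 0.14, adjusted *P*=1.4e-05) and -0.81 (standard error 0.135, adjusted *P*=3.21e-08; both by edgeR's exact test with Benjamini-Hochberg adjustment). *Pth1r* (mm9 chromosome 9, 110624592 to 110649649) fell from 44.8 ± 1.28 to 30.0 ± 3.98 CPM at E10.0 and from 43.2 ± 4.53 to 28.2 ± 2.56 CPM at E10.5, with log2 fold changes of -0.58 (standard error 0.0948) and -0.61 (standard error 0.107). Among the genes of the BMP pathway, *Smad6* was the least certain, losing the threshold in 5 of the 7 fits that left out an embryo at E10.0 and in 4 of the 7 at E10.5. *Id2* lost it in 1 fit at E10.0, and the other 8 genes in none. *Smad7* lies within 10 Mb of *Smad4* on chromosome 18, where variants linked to the mutant allele could also change expression.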

The SMAD4-enriched CRMs associated with the *Alx4*, *Lhx2* and *Pkdcc* genes display robust and predominant enhancer activities in the anterior limb bud mesenchyme, while for the *Prrx2*-associated CRM, low and variable *LacZ* activity is detected in the proximal mesenchyme (Fig. 6E). With the exception of the latter, these enhancer activities and the reduced anterior expression of the associated target genes in *Smad4*^Δ/Δc^ forelimb buds (arrowheads in Fig. 6B,D) indicate that one main function of SMAD4 is the positive regulation of target genes via enhancers active in the anterior mesenchyme (Fig. 6C,E).

**Fig. 6.**
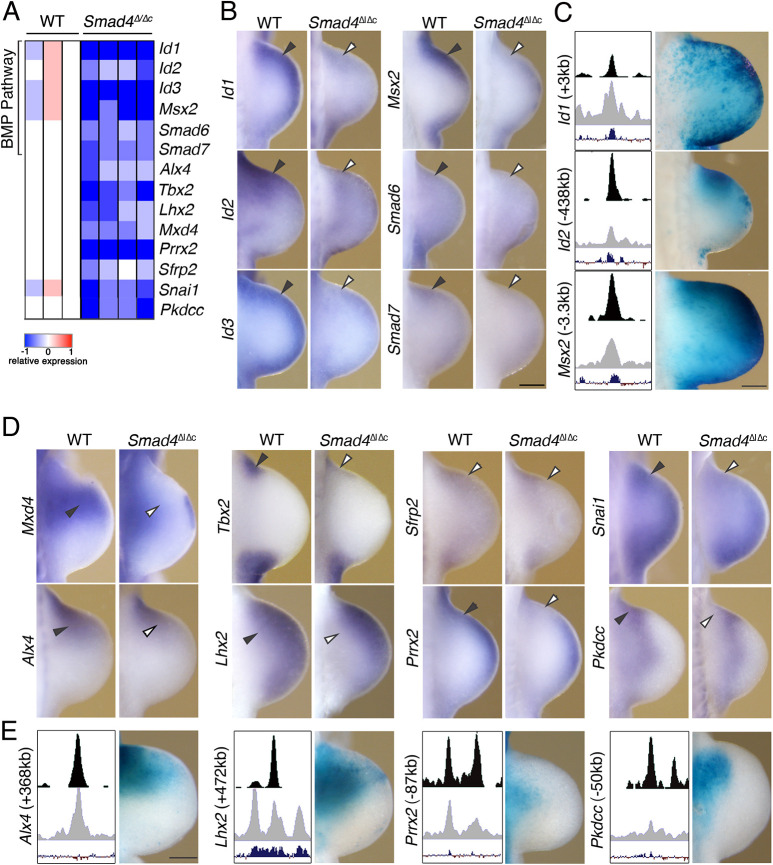
**Target genes positively regulated by SMAD4 in the anterior forelimb bud mesenchyme.** (A) Heat map of the target genes, the expression of which is positively regulated by SMAD4 in the anterior forelimb bud mesenchyme. For each gene, the log2-ratio between the expression level in each sample and the mean of the three biological replicates for wild-type (WT) forelimb buds is shown. Red indicates increased expression and blue indicates reduced expression in comparison with the mean of the wild-type samples. (B,D) Comparative whole-mount *in situ* hybridization analysis of selected BMP pathway genes (B) and SMAD4 target genes (D) whose spatial expression in the anterior limb bud mesenchyme is altered in *Smad4*^Δ/Δc^ forelimbs at E10.0 (28-31 somites). (C,E) Analysis of the *LacZ* reporter activity of SMAD4-enriched candidate CRMs associated with selected target genes. Left panels show a scheme depicting the genomic region harboring the CRM with the SMAD4 ChIP-seq peak (top), the ATAC-seq peak (middle) and the evolutionary conservation (bottom). Right panels show the *LacZ* reporter activity of SMAD4-enriched candidate CRMs in independent transgenic founders embryos with forelimb bud mesenchymal expression at E10.5 for *Id1* (*n*=4), *Id2* (*n*=6), *Msx2* (*n*=5), *Alx4* (*n*=3), *Lhx2* (*n*=2), *Prrx2* (*n*=3) and *Pkdcc* (*n*=4). For whole-mount *in situ* hybridization, *n*=3 biological replicates from three independent experiments were analyzed per gene and genotype. Scale bars: 250 µm.

### SMAD4-controlled gene regulatory networks co-regulated by SHH signaling

This molecular analysis started to uncover the SMAD4-regulated GRNs (Figs 2 and 6) that function during the transient early patterning phase that specifies digits (Zhu and Mackem, 2011; Zhu et al., 2008). During this phase, SHH signaling is required to coordinate antero-posterior and proximo-distal limb bud patterning (AP and PD patterning; Probst et al., 2011; reviewed by Zuniga, 2015). Therefore, the extent to which SMAD4-regulated genes are co-regulated by SHH signaling was determined by comparative analysis of *Smad4* and *Shh* DEGs (Probst et al., 2011) in early mouse limb buds (E10.0 to E10.5, Fig. 7A,B and Table S14). A total of 111 shared DEGs were identified and, among these, 65 are SMAD4 target genes and 37 are essential for limb development (Tissières et al., 2020). These results indicate that SMAD4 and SHH co-regulate GRNs with essential functions in early mouse limb buds. 

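On the side of *Smad4*, the 43 genes drawn as upregulated in Fig. 7A were all upregulated DEGs at 1 stage at least, 27 at E10.0 and 35 at E10.5. The 35 genes legible as downregulated were all downregulated DEGs at 1 stage at least, 25 at E10.0 and 28 at E10.5. No gene was a DEG in the direction opposite to the drawn one. The genes entered Fig. 7A as DEGs of these samples, and their number is therefore not an independent test. The largest increase was that of *Chrna1*, with log2 fold changes of 2.10 at E10.0 and 1.77 at E10.5. The largest decrease was that of *Pax1*, with -2.87 at E10.0 and -2.61 at E10.5. In *Pax1* the wild type rose from 2.94 ± 1.71 CPM (SD, n=3) at E10.0 to 17.0 ± 2.42 CPM at E10.5, and the mutants from 0.409 ± 0.102 (SD, n=4) to 2.79 ± 0.503 CPM. With the replicate number as a block, for which the mean correlation of same-numbered samples was -0.0814, 57 of the genes of Fig. 7A passed in the drawn direction, with *Xist* as a covariate 46, and across the fits that left out 1 sample 65 to 78. The *Shh*-deficient transcriptomes were not analysed here.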

Strikingly, the majority of the shared DEGs are regulated in a discordant manner (79 genes; Fig. 7A; Table S14) and more than half are upregulated in *Smad4* deficient limb buds (upregulated, 43, downregulated, 36, Fig. 7A; Table S14). Among the SMAD4 target genes, seven are BMP pathway genes regulated in a discordant manner, which includes the BMP antagonist *Smoc1* (Fig. 7A; see also Fig. 5E and Fig. S6; Okada et al., 2011; Thomas et al., 2017). Furthermore, about half of all discordantly regulated genes are transcription factors, pointing to an important amplification of the response to BMP and SHH signaling in early limb buds. In contrast, few genes with known functions in limb bud development are present among the concordantly regulated DEGs (*n*=32, Fig. 7B, Table S14). 

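*Smoc1* (mm9 chromosome 12, 82127795 to 82287401, plus strand) was upregulated in mutants at both stages. It had 46.0 ± 5.22 CPM in wild type (SD, n=3) and 86.7 ± 12.4 CPM in mutants (SD, n=4) at E10.0, and 68.3 ± 1.63 and 130.2 ± 4.78 CPM at E10.5. The log2 fold changes were 0.91 (standard error 0.14, adjusted *P*=1.79e-14) and 0.93 (standard error 0.0332, adjusted *P*=2.69e-15; both by edgeR's exact test with Benjamini-Hochberg adjustment). The genotypes did not overlap at either stage, and the log2 fold change stayed between 0.82 and 1.00 at E10.0 and between 0.92 and 0.97 at E10.5 when each embryo was left out in turn.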

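All 21 genes drawn as upregulated in *Smad4*-deficient limb buds in Fig. 7B were upregulated DEGs at 1 stage at least (17 at E10.0 and 8 at E10.5), and all 11 drawn as downregulated were downregulated DEGs at 1 stage at least (8 at E10.0 and 5 at E10.5). *Cyp1b1*, 1 of the 11, was in addition an upregulated DEG at E10.0. As in Fig. 7A, the genes were chosen as DEGs of these samples. Across the fits that left out 1 sample, 21 to 32 of the 32 genes passed in the drawn direction, and with the replicate number as a block 25.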

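*Grem1* was downregulated in mutants at both stages, with log2 fold changes of -1.22 at E10.0 and -1.09 at E10.5. Among the cholesterol pathway genes, *Dhcr7* and *Insig1* were downregulated DEGs at E10.0 only. *Dhcr7* (mm9 chromosome 7, 151009050 to 151034315) fell from 113 ± 6.80 CPM in wild type (SD, n=3) to 66.7 ± 2.30 CPM in mutants (SD, n=4) at E10.0, a log2 fold change of -0.76 (standard error 0.0547, adjusted *P*=6.09e-15, edgeR's exact test with Benjamini-Hochberg adjustment). *Insig1* fell from 143 ± 7.28 to 82.6 ± 10.2 CPM (log2 fold change -0.79, standard error 0.0974). At E10.5 the log2 fold changes of *Dhcr7* and *Insig1* were -0.22 and -0.21, and neither was a DEG. The interaction of stage and genotype passed an FDR of 0.1 for *Dhcr7* (0.54, adjusted *P*=0.0683, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and not for *Insig1*. *Cyp1b1* (chromosome 17, 80106234 to 80114401) changed in opposite directions. It rose from 26.4 ± 0.635 to 38.4 ± 1.94 CPM at E10.0, a log2 fold change of 0.54 (standard error 0.041, adjusted *P*=6.17e-05, edgeR's exact test and Benjamini-Hochberg as above). At E10.5 it fell from 26.4 ± 3.00 to 20.2 ± 2.06 CPM, a log2 fold change of -0.38 (standard error 0.116, adjusted *P*=0.0149, edgeR's exact test and Benjamini-Hochberg as above), and lost the threshold in 2 of the 7 fits that left out an embryo, with the replicate number as a block and with the replicates numbered 1 to 3 alone.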

Notable exceptions are *Grem1* and some cholesterol pathway genes (*Dhcr7*, *Dhcr24*, *Insig1* and *Cyp1b1*), which are downregulated in both *Smad4*- and *Shh*-deficient limb buds (Fig. 7B; Table S14; see also Fig. 4).

**Fig. 7.**
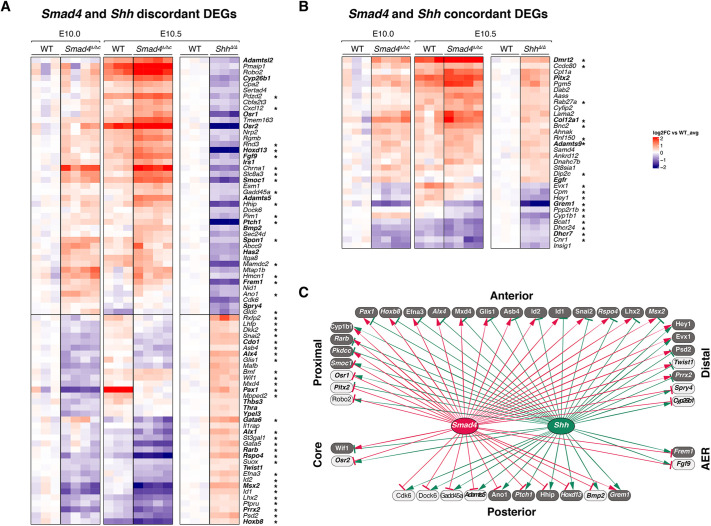
**Antagonistic SMAD4 and SHH pathway interactions control antero-posterior limb bud patterning.** (A,B) Heatmaps showing the DEGs identified by comparing wild-type (WT) and *Smad4*^Δ/Δc^ transcriptomes at E10.0 and E10.5 (wild type, *n*=3; *Smad4*^Δ/Δc^, *n*=4 biological replicates) with wild-type and *Shh*^Δ/Δ^ transcriptomes at E10.5 (wild type, *n*=3; *Shh*^Δ/Δ^, *n*=3 biological replicates). For each gene, the log2-ratio between the expression levels in each sample and the mean of the wild-type forelimb buds is shown. DEGs showing a fold-change ≥1.2 and FDR≤0.1 were analyzed (Table S14). Asterisks mark the SMAD4 target genes among the DEGs and genes indicated in bold have been linked to limb mutations. (A) *Smad4* and *Shh* discordant DEGs. (B) *Smad4* and *Shh* concordant DEGs. (C) The shared *Smad4* and *Shh* GRN consists of genes with distinct spatial expression patterns in limb buds. The shared *Smad4* and *Shh* DEGs are grouped according to their spatial ‘anterior’, ‘posterior’, ‘proximal’ or ‘distal’ expression bias (see main text). Two DEGs are expressed in the ‘core’ mesenchyme without apparent AP or PD bias and two in the AER (Table S15). The *Smad4* and *Shh* interactions within the GRN are indicated by red and green lines, respectively. Positive interactions (DEGs downregulated in *Smad4* and/or *Shh*-deficient limb buds) are represented by arrows; negative interactions (upregulated DEGs) are represented by inhibitory arrows. DEGs shown as dark-gray boxes are direct SMAD4 target genes. Genes indicated in italics have been linked to mutations causing limb skeletal phenotypes.

To gain insight into the interactions of these two pathways during early limb bud patterning, we screened the shared DEGs (Fig. 7A,B) for genes with distinct spatial expression patterns in mouse limb buds using the Mouse Genome Informatics and EMBRYS databases. This identified 41 DEGs with spatially restricted and asymmetrical distributions in early limb buds, which were categorized as anteriorly, posteriorly, proximally or distally expressed genes. Genes expressed more widespread were assigned to the category matching the limb bud mesenchymal region of their predominant/highest spatial expression (column ‘expression bias’ in Table S15). For example, *Msx2* is expressed anteriorly and posteriorly in wild-type mouse limb buds, but as its anterior domain is wider, *Msx2* was annotated as an anteriorly biased gene (Fig. 6B, Table S15). In contrast, *Pkdcc* was annotated as a proximal gene due to its expression by the proximal mesenchyme and exclusion from the distal mesenchyme (Fig. 6D, Table S15). Strikingly, all anteriorly biased genes are SMAD4 target genes (dark gray boxes, Fig. 7C), the expression of which is regulated positively by *Smad4* and negatively by *Shh* (Fig. 7C; *Smad4*, red activating arrows; *Shh*, green inhibitory arrows). Conversely, the majority of posteriorly biased genes are regulated negatively by *Smad4* (red inhibitory arrows) and positively by *Shh* (green activating arrows, Fig. 7C). 

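The 13 genes drawn as anterior in Fig. 7C were all downregulated DEGs in *Smad4*-deficient limb buds, 12 of them at E10.0 and 12 at E10.5. The log2 fold changes were -2.87 to -0.27 at E10.0 and -2.61 to -0.04 at E10.5, with the largest decrease in *Pax1* at both stages. Of the 13 genes, 12 to 13 passed across the fits that left out 1 sample, 12 with the replicate number as a block and 11 with *Xist* as a covariate. The side of *Shh* was not analysed here.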

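Of the 10 genes drawn as posterior in Fig. 7C, 9 were upregulated DEGs in *Smad4*-deficient limb buds at 1 stage at least, 6 of them at E10.0 and 7 at E10.5. *Hoxd13* rose from 44.5 ± 0.401 CPM in wild type (SD, n=3) to 60.0 ± 10.8 CPM in mutants (SD, n=4) at E10.0 and from 68.1 ± 7.60 to 95.2 ± 13.9 CPM at E10.5. Its log2 fold changes were 0.43 (standard error 0.13, adjusted *P*=0.0312) and 0.48 (standard error 0.137, adjusted *P*=0.0114, both by edgeR's exact test with Benjamini-Hochberg adjustment). It lost the threshold in 5 of the 7 fits that left out an embryo at E10.0 and in 1 of the 7 at E10.5. With the replicate number as a block, and thus only within shared numbers, *Hoxd13* lost the threshold at both stages. *Ptch1* was an upregulated DEG at E10.0, *Bmp2* at E10.5 and *Hhip* at both stages. At E10.0 *Hhip* lost the threshold in 5 of the 7 fits that left out an embryo. The number of upregulated posterior genes was 7 to 9 across the fits that left out 1 sample, 6 with the replicate number as a block and 3 with *Xist* as a covariate.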

The exception is *Grem1*, which is positively regulated by both SMAD4-mediated BMP signal transduction and SHH signaling as part of the self-regulatory feedback signaling system (Fig. 7C; Bénazet et al., 2009, 2012). In addition, *Smad4* and *Shh* have opposing effects on the majority of DEGs with asymmetrical distributions along the PD axis. However, there appears to be no predominant positive or negative regulatory impact on PD gene expression from either pathway (Fig. 7C). This analysis indicates that SMAD4-mediated BMP and SHH signaling have overall rather opposing effects on co-regulated genes that are part of the GRNs regulating AP and PD axes patterning (reviewed by Zuniga and Zeller, 2020) during early mouse limb bud outgrowth.

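*Grem1* was the only 1 of the 10 posterior genes that was downregulated. It was a downregulated DEG at both stages (log2 fold change -1.22 with a standard error of 0.173 at E10.0 and -1.09 with a standard error of 0.107 at E10.5) and remained one in every fit that left out an embryo.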

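On the side of *Smad4*, the genes with a proximal bias in Fig. 7C comprised 4 drawn as upregulated and 3 drawn as downregulated, and those with a distal bias 2 and 5. All were DEGs in the drawn direction at 1 stage at least. At E10.0, 2 of the 4 proximal and 0 of the 2 distal genes drawn as upregulated were DEGs, and at E10.5, 3 and 2. Of the genes drawn as downregulated, 1 of the 3 proximal and 3 of the 5 distal genes were DEGs at E10.0, and 3 and 4 at E10.5. *Cyp1b1*, drawn as a proximal gene, was upregulated at E10.0 and downregulated at E10.5.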

## DISCUSSION

The present study identifies the SMAD4 target genes in the early mouse forelimb bud mesenchyme. SMAD4-mediated BMP signal transduction is predominant during the onset of forelimb bud development (Pignatti et al., 2014). In particular, the *Bmp2*, *Bmp4* and *Bmp7* ligands are expressed at high levels and essential for forelimb bud patterning and skeletal development (Bénazet et al., 2009; Luo et al., 1995). The *Tgfb2* and *Tgfb3* ligands are also expressed at comparable levels in early forelimb buds (this study; reviewed by Lorda-Diez et al., 2021), but inactivation of *Tgfbr2* showed that TGFβ signaling is not essential for limb bud patterning (Dunker et al., 2002). In contrast, limb bud mesenchyme-specific inactivation of *Bmpr1* causes patterning defects and SMAD4-mediated BMP-signal transduction is essential for initiation of chondrogenesis (Bénazet et al., 2012; Lim et al., 2015; Ovchinnikov et al., 2006). Although crosstalk between BMP and TGFβ SMAD4-mediated signal transduction is likely (Karamboulas et al., 2010), our study indicates that SMAD4 functions mostly in BMP-signal transduction during early limb bud development as the upregulation of known targets and sensors of BMP activity, such as *Id* genes, *Msx2* and *Grem1*, is disrupted in *Smad4*-deficient limb buds (this study; Bénazet et al., 2009, 2012; Brugger et al., 2004; Hsu et al., 1998; Lopez-Rovira et al., 2002). Whereas BMP activity is high during initiation of limb bud development, it drops to lower levels during outgrowth and proliferative expansion of LMPs (Reinhardt et al., 2019). This reduction is paralleled by significant changes in the binding specificities of SMAD4-chromatin complexes and the range of DEGs and SMAD4 target genes in the forelimb bud mesenchyme (this study). However, SMAD4 target genes expressed in the anterior forelimb bud mesenchyme are likely targets of BMP4 and/or BMP7 signal transduction, as their expression overlaps these ligands.

Unexpectedly, SMAD4 is required for maintaining the expression of the majority of cholesterol biosynthesis enzymes in early limb buds, as their expression is prematurely downregulated and intracellular cholesterol reduced in *Smad4*^Δ/Δc^ forelimb buds. In addition to maternal sterols being a major source of cholesterol, defects in embryonic cholesterol synthesis cause congenital malformations similar to *Shh* loss-of-function defects (reviewed by Porter and Herman, 2011). SHH biogenesis and SMO-mediated signal transduction depend on cholesterol modification, the synthesis of which requires 20 different enzymes (reviewed by Radhakrishnan et al., 2020). Extensive follow-up analysis did not reveal any cholesterol-dependent alterations in the response to *Shh* signaling in *Smad4*^Δ/Δc^ forelimb buds and mutant LMPs. The likely reason is that the *Smad4* deficiency reduces, but does not disrupt, endogenous cholesterol biosynthesis, in contrast to mutations in the *Dhcr7* enzyme (reviewed by Horvat et al., 2011). In addition, other pathways are likely to contribute to the regulation of embryonic cholesterol synthesis. Nevertheless, our analysis shows that SMAD4 negatively regulates the expression of the SHH receptor *Ptch1* and the extracellular SHH antagonist *Hhip*, which might contribute to modulating the range of SHH signal transduction in limb buds (reviewed by Briscoe and Therond, 2013). In particular, increased *Hhip* expression might reduce SHH activity in the more central and anterior mesenchyme of *Smad4*^Δ/Δc^ forelimb buds (Chuang et al., 2003 and this study). The transcriptional regulation of cholesterol enzymes may be a more general function of SMAD4-mediated signaling because, during palate development, transcriptional profiling identified a downregulation of cholesterol synthesis enzymes and an upregulation of *Hhip* in *Tgfbr2-*deficient mouse embryos (Pelikan et al., 2013).

BMP signaling functions in multiple processes during temporal progression of limb bud development, starting with AER formation, limb bud outgrowth, chondrogenesis and ultimately in apoptosis of the interdigital mesenchyme (Pignatti et al., 2014). Based on loss- and gain-of-function studies, the BMP pathway was proposed to function downstream of SHH signaling in the limb bud mesenchyme, but at the same time inhibit SHH signaling during limb bud patterning and outgrowth (Bastida et al., 2009; Bénazet et al., 2009, 2012; Panman et al., 2006; Selever et al., 2004; Zuniga et al., 1999). Inactivation of *Bmp* ligands and their receptors in the limb bud mesenchyme causes both pre- and postaxial polydactylies, in agreement with *Bmp* expression in the anterior and posterior distal mesenchyme (Bandyopadhyay et al., 2006; Bénazet et al., 2009; Katagiri et al., 1998; Selever et al., 2004). However, the resulting limb skeletal phenotypes could be far downstream or be an indirect effect of disrupting BMP-signal transduction as a consequence of global alterations affecting morphogenetic signaling during limb bud development. Therefore, the identification of SMAD4 targets genes with morphoregulatory functions in early limb buds provides important insight into the direct impact of SMAD4 on gene expression (this study). SMAD4 regulates the expression of genes in both the anterior (including *Alx4*, *Tbx2*, *Msx2*, *Prrx2* and *Snai1*) and posterior limb bud mesenchyme (including *Hoxd13*, *Grem1*, *Bmp2*, *Cdk6*; this study and Bénazet et al., 2012; Lopez-Rios et al., 2012). Together with previous studies, our analysis reveals the direct involvement of SMAD4-mediated BMP signal transduction in the overall transcriptional upregulation of anterior and downregulation of posterior genes during early limb bud patterning (this study and Bandyopadhyay et al., 2006; Bastida et al., 2009; Bénazet et al., 2009, 2012; Ovchinnikov et al., 2006; Selever et al., 2004). Furthermore, the SMAD4 target genes *Alx4*, *Msx2*, *Prrx2* and *Dkk1* are required to restrain the developing limb bud to pentadactyly, as their genetic inactivation causes polydactyly (ten Berge et al., 1998; Kuijper et al., 2005; Lallemand et al., 2005; Mukhopadhyay et al., 2001). This indicates that SMAD4-mediated BMP signal transduction is required during the transient early phase of SHH-mediated digit patterning (Zhu et al., 2008) to maintain pentadactyly by directly regulating the expression of its target genes, many of which are co-regulated by SHH signaling. SHH is not only essential for AP digit patterning but also functions in coordinating AP and PD axes development during limb bud outgrowth (Probst et al., 2011; Zhu et al., 2008). This is of interest in light of the globally opposing transcriptional regulation by SMAD4 and SHH signaling, which reveals the direct antagonistic interactions in transcriptional regulation of genes with AP and PD expression bias and functions. SHH signaling upregulates the expression of posterior genes and prevents posterior expansion of anterior SMAD4 target genes. In the anterior mesenchyme, BMP signals via SMAD4 to upregulate and/or maintain the expression of SMAD4 target genes independently of SHH signaling, while preventing anterior expansion of posterior genes, with the exception of the BMP antagonist *Grem1*. *Grem1* is a transcriptional node in the self-regulatory signaling system that integrates transacting inputs from both SMAD4-mediated BMP and GLI-mediated SHH signal transduction into the dynamic spatio-temporal regulation of its transcription expression (Malkmus et al., 2021). The increase in GREM1-mediated BMP antagonism is balanced by feedback regulation, which results in persistent low levels of BMP activity within the posterior limb bud mesenchyme (Bénazet et al., 2009; Malkmus et al., 2021). Low-level BMP activity is relevant to restrain the autopod to pentadactyly as transgene-mediated *Grem1* overexpression results in polydactyly (ten Berge et al., 1998; Kuijper et al., 2005; Lallemand et al., 2005; Mukhopadhyay et al., 2001; Norrie et al., 2014). Most importantly, GREM1-mediated BMP antagonism in the posterior mesenchyme is required to establish and propagate the self-regulatory feedback signaling system that enables distal progression of limb bud outgrowth and patterning (Zuniga, 2015; Zuniga et al., 1999). The intricacy of the direct molecular interactions is further exemplified by the fact SMAD4 directly controls the transcription of two out of the three BMP ligands, *Bmp2* and *Bmp4*, and the BMP antagonists *Grem1* and *Smoc1*, which are essential for normal limb bud development. The analysis of SMAD4-regulated genes (DEGs) and target genes leads us to propose that BMP activity is maintained at high levels in the anterior mesenchyme, which is supported by the lack of BMP antagonist expression in this territory (*Smoc1* and *Grem1*, this study and Okada et al., 2011; Zuniga et al., 1999). During pectoral fin bud development, BMP signaling gradients are important for fin bud growth, and these gradients are modulated by SMOC1, which reinforces the importance of tight modulation of BMP activities during morphogenesis (Mateus et al., 2020).

Mouse genetic experiments and experimental manipulation of chicken limb buds have shown that tampering with BMP activity levels alters *Shh* expression (Bastida et al., 2009; Bénazet et al., 2009, 2012; Norrie et al., 2014). Our analysis shows that this is likely indirect, as *Shh* expression and signal transduction are not affected in *Smad4*-deficient mouse limb buds. Rather unexpectedly, our study identifies the Hedgehog inhibitory gene *Hhip* as a negatively regulated SMAD4 target gene, which indicates that SMAD4-mediated signal transduction not only modulates BMP activity but also participates in fine-tuning the SHH activity range in limb buds. Thus, SMAD4-mediated BMP signal transduction and SHH signaling have both direct opposing impacts (posterior mesenchyme) and coordinated interactions (anterior limb bud mesenchyme; Bastida et al., 2009; Bénazet et al., 2009; Dunker et al., 2002). This highlights the intricate control of morphogenetic signaling by BMPs and SHH during the early phase that is crucial to digit specification and patterning in mouse limb buds (Zhu et al., 2008). In the neural tube, high BMP activity is required for dorsal neural tube patterning, while, ventrally, SHH and the BMP antagonist chordin are co-expressed by the notochord, and the interaction of both secreted factors is required to induce the ventral floor plate (Patten and Placzek, 2002). In fact, *Shh* and *Bmp* ligands are co-expressed in numerous tissues, indicating that the interactions of the two pathways could be conserved during embryogenesis (Bitgood and McMahon, 1995). Functionally relevant BMP and SHH signaling interactions have been reported for other developing tissues, such as tooth and mandibular arch development (Harris et al., 2002; Li et al., 2015; Madison et al., 2005; Xu et al., 2019). In contrast to these previous studies, we establish that a large fraction of the genes in the shared SMAD4-SHH GRN are direct transcriptional targets of SMAD4-mediated BMP signal transduction during early limb bud patterning and outgrowth.

## MATERIALS AND METHODS

### Ethics statement, mouse strains and embryos

All experiments conducted with Swiss Albino mice (*Mus musculus*) and embryos of both sexes at the developmental ages indicated were performed strictly respecting Swiss laws, the 3R principles and the principles of the Basel Declaration. All animal studies were evaluated and approved by the Regional Commission on Animal Experimentation and the Cantonal Veterinary Office of the city of Basel (license 1950). To conditionally inactivate *Smad4* in the forelimb bud mesenchyme, the *Prrx1-Cre* strain was used (Logan et al., 2002; Yang et al., 2002). *Prrx1-Cre^Tg/Tg^; Smad4*^Δ*/+*^ males were crossed with *Smad4^flox/+^* females to obtain experimental embryos that carry a constitutive *Smad4* null allele and a conditionally inactivated *Smad4* allele (*Prrx1-Cre^Tg/+^; Smad4*^Δ*/*Δ*c*^, referred to as *Smad4*^Δ*/*Δ*c*^). Resulting *Prrx1-Cre^Tg/+^; Smad4^+/+^* littermates were used as controls for all experiments (referred to as ‘wild type’ in the text). *Shh*^Δ/Δ^ embryos were obtained from crossing mice heterozygous for the *ShhCre* allele (Harfe et al., 2004).

### Generation of the *Smad4*^3xF^ mouse allele

The *Smad4*^3xF^ mouse strain was generated by introducing a 3xFLAG epitope tag in the endogenous SMAD4 protein by conventional homologous recombination in mouse ES cells. The used targeting vector consisted of two homology arms flanking the 3′-end of *Smad4* coding sequence, in which the 3xFLAG was inserted in frame between the exon 12 and the 3′UTR. A floxed *neomycin* selection cassette was inserted downstream of the *Smad4* locus in the 3′ homology arm. This targeting vector was linearized and electroporated in R1 mycoplasm-free embryonic stem (ES) cells (obtained from Dr Nagy, Samuel Lunenfeld Research Institute, Toronto, Canada; Nagy et al., 1993) to generate the *Smad4*^3xF^-Neo allele. ES cell clones were screened for correct recombination by Southern blot analysis using probes located either outside of the 5′ or 3′ homology arms (5′ and 3′probes) and for the *neomycin* cassette to exclude ES cell clones with random integration of the targeting construct. Correctly targeted ES cells clones were then injected in C57BL/6 blastocysts by the Centre of Transgenic Mice (CTM) of the University of Basel. Chimeric males were obtained from three independent ES cell clones and mated with *CMV-*Cre females (C57BL/6 background) to delete the floxed *neomycin* selection cassette. Germline transmission was assessed using PCR genotyping. *CMV*-Cre-mediated deletion of the floxed *neomycin* selection cassette generated the *Smad4*^*3xF*^ allele. Specific primers were used to discriminate between the *Smad4^+/+^, Smad4*^*3xF-Neo*^ and *Smad4^3xF^* alleles: PCR_Smad4^3xF^_Forward, 5′(P1)-ACAGCCTCCACACTTGTGCT-3′; PCR_Smad4^3xF^_Reverse, 5′(P2)-TGTCTGCTAAGAGCAAGGCA-3′; PCR_Smad4^3xF-Neo^_Forward, 5′(P3)-AGGACTTTCCCATGGACACTG-3′; and PCR_Smad4^3xF-Neo^_Reverse, 5′(P4)-AGCACTGCCTGGTCAGATGA-3′.

### SMAD4-3xFlag ChIP-seq

Two independent biological replicates were used to ensure reproducibility (see ENCODE guidelines https://www.encodeproject.org/about/experiment-guidelines/). About 80 *Smad4^3xF/3xF^* embryos at E9.5-E10.0 (25 to 30 somites; forelimbs with proximal trunk tissues) or 100 *Smad4^3xF/3xF^* embryos E10.5 (forelimbs/hindlimbs) were dissected per replicate. The ChIP protocol was performed as previously described (Osterwalder et al., 2014) with one modification: SMAD4-chromatin complexes were immunoprecipitated for only 6 h instead of overnight to reduce non-specific background. Libraries for sequencing were constructed using the KAPA Hyper Prep Kit (ref KK8502) and sequenced using the Illumina NextSeq 500 system.

### ChIP-seq analysis and annotation

Short reads obtained from Illumina NextSeq were aligned to the mm9 genome using Bowtie v1.1.0 (Langmead et al., 2009). Only those reads with a unique match to the genome with two or fewer mismatches (*-m 1 -v 2*) were retained. In order to make different runs comparable, the 3′ of reads were trimmed to 63 bp before alignment. This step was performed using fastx_trimmer (*-l 63*), a tool part of the FASTX-Toolkit (http://hannonlab.cshl.edu/fastx_toolkit/) (v0.0.13). Peak calling was performed using MACS v1.4 (Zhang et al., 2008) with the following parameters: *--gsize=mm --bw=300 --nomodel --shiftsize=100 --pvalue=1e-2*. Input DNA from the same sample was used as a control. Wiggle tracks were also generated with MACS; these were then re-scaled linearly according to sequencing depth (RPM, Reads Per Million sequenced reads). MACS was run with a permissive threshold (*P*-value 0.01) in order to identify a larger list of sub-significant regions across biological replicates. Evidences from these replicates were combined using MSPC (Jalili et al., 2015), with the following parameters: *-r biological -s 1E-5 -W 1E-2*. The confirmed peaks were assigned the best *P*-value (as defined by MACS) among the overlapping peaks across replicates. Only replicated peaks were retained for further analysis (termed as *golden* for convenience; one golden set per developmental stage). These lists of peaks were annotated to the TSS of the nearest RefSeq genes using the script *annotatePeaks.pl* available in HOMER (Heinz et al., 2010). A region was considered as proximal to a promoter if located within 2.5 kb of a RefSeq promoter. The remaining regions were divided into intragenic and intergenic, whether the region overlapped the body of an annotated gene or not.

### Motif enrichment and *de novo* motif discovery analyses

The script *findMotifsGenome.pl* available in HOMER (Heinz et al., 2010) was used to perform enrichment analysis for known transcription-factor binding sites and motif discovered *de novo*. The script was run with the following arguments: *-size -150,150 -len 6,7,8,9,10,12,14*, using the peak summits of the *golden* set as reference. The top ten most significant, over-represented known matrices along with the top ten *de novo* discovered motifs were then used to scan every single region for high-affinity sites using FIMO (v4.10.0; Grant et al., 2011). The following parameters were used: *--thresh 1e-4 --no-qvalue*. The resulting list of sites was transformed into a matrix in which each region was represented as a vector of *P*-values, one for each different motif, corresponding to the *P*-value of the highest-scoring site identified (*P*-value=1 if no significant match was found). *P*-values were then log10-transformed and their sign inverted, then hierarchically clustered (*hclust* function of R; Euclidean distance; complete linkage).

### Evolutionary conservation analysis of the genomic regions enriched in SMAD4-chromatin complexes

The genome-wide track of base-pair *Phastcons* (Siepel et al., 2005) conservation scores in placental mammals was downloaded from the UCSC genome browser (Tyner et al., 2017) (track name: *mm10.60way.phastCons60wayPlacental.bw*). The coordinates of the peaks in the golden sets were converted from mm9 to mm10 using *liftOver* (Tyner et al., 2017) (*-minMatch=0.95*). The base-pair scores for the 300 bp centered on the summit of the peaks were then extracted using *bwtool* (Pohl and Beato, 2014).

### ChIP-qPCR analysis

Two BMP responsive elements (BRE of *Msx2* and BRE of *Id1*; Brugger et al., 2004; Korchynskyi and ten Dijke, 2002) identified in the ChIP-seq dataset were validated by ChIP-qPCR. Each duplicate contains 45 pairs of forelimbs with proximal trunk tissues from *Smad4^3xF/3xF^* embryos at E9.75 or fore- and hindlimbs buds at E10.5. An unlinked amplicon within the *β-actin l*ocus was used as a normalizing control and to calculate the fold-enrichment. A qPCR cycle threshold of 32 was defined as background enrichment. For each experiment, two genomic regions not enriched in the SMAD4^3xF^ ChIP-seq dataset were used as negative controls. These are oligos used for qPCR amplification: ChIPqPCR_BRE Id1-Forward, 5′-AGAATGCTCCAGCCCAGTTT3′; ChIPqPCR_BRE Id1-Reverse, 5′-TGACGTCACCCATTCATAAAA-3′; ChIPqPCR_BRE Msx2 Forward, 5′-CCATTAGGGCGAATTGTCAT-3′; ChIPqPCR_BRE Msx2-Reverse, 5′-GAGCCGCGTTAATTGCTCT-3′; ChIPqPCR_Neg Id1-Forward, 5′-TTCTTCTCTGGCTGCCAGTG-3′; ChIPqPCR_Neg Id1-Reverse, 5′-AACTGAGCCTTGCATCATGC-3′; ChIPqPCR_Neg Msx2-Forward, 5′-GACTAGGGCTCTCTTTTCCTGA-3′; ChIPqPCR_Neg Msx2-Reverse, 5′-CATTTCTCCACCCCAGCTTA-3′; ChIPqPCR_β-actin-Forward, 5′-GATCTGAGACATGCAAGGAGTG-3′; and ChIPqPCR_β-actin-Reverse, 5′-GGCCTTGGAGTGTGTATTGAG-3′.

### ATAC-seq analysis and annotation

Two independent biological replicates (*n*=2) were generated to determine reproducible signals, see, for example https://informatics.fas.harvard.edu/atac-seq-guidelines.html. For the early stage, each replicate contains a pair of forelimbs with proximal trunk tissues isolated from wild-type embryos at E9.75. For the later stage, each replicate consists of a pair of forelimbs isolated from wild-type embryo at E10.5. For both stages, two biological replicates were processed independently as described previously (Buenrostro et al., 2013). The ATAC libraries were prepared by amplifying the transposed DNA fragments with the KAPA HiFI HotStart ReadyMix kit followed by sequencing on an Illumina NextSeq 500. The short reads were aligned to the mm9 genome using Bowtie v1.1.0 (Langmead et al., 2009; -m 1 -v 2, see section ‘ChIP-seq analysis and annotation’). Accessible regions were identified using MACS v1.4 (Zhang et al., 2008) with the following parameters: *--gsize=mm --bw=150 --nomodel --nolambda --shiftsize=75*. Genome-wide profiles were generated using MACS and re-scaled linearly according to sequencing depth (RPM). Gene annotation was performed using HOMER (Heinz et al., 2010), as described in the section ‘ChIP-seq analysis and annotation’. Evidence from biological replicates was combined using MSPC (Jalili et al., 2015), using the following parameters: *-r biological -s 1E-10 -W 1E-6*. The confirmed regions were assigned the best *P*-value (as defined by MACS) among the overlapping regions across replicates.

### RNA-seq analysis

Dissected wild-type and *Smad4^Δ/Δc^* forelimb buds from E10.0 embryos (30 somites) and 10.5 embryos (35 somites) were collected in RNAlater (Sigma R0901), incubated overnight at 4°C and then stored at −80°C. Both forelimb buds of one biological replicate were pooled. In principle, the accepted sample size in the field is *n*=2 biological replicates to ensure reproducibility; see ENCODE guidelines https://www.encodeproject.org/about/experiment-guidelines/. After genotyping, four age-matched and gender-matched *Smad4^Δ/Δc^* forelimb bud pairs and three wild-type replicates per stage were sequenced. RNA was extracted using the Qiagen RNeasy micro kit. For each replicate, the quality of total RNA was analyzed using the RNA 6000 Pico kit (Agilent 2100 bioanalyzer), which was followed by polyA-mediated RNA library preparation. Sequencing was carried out on a HiSeq 2500 machine using the single-read 50 cycles protocol.

Single-end reads obtained from Illumina HiSeq were aligned to the mm9 reference genome and to the *Mus musculus* transcriptome (iGenome refGene GTF) using TopHat v2.0.13 (Kim et al., 2013). The option *--no-coverage-search* was specified, whereas all the other parameters were left to default. Only uniquely mapped reads were considered for the analysis. Tracks for the UCSC genome browser (Tyner et al., 2017) were produced using *genomeCoverageBed* from BedTools v2.17.0 (Quinlan and Hall, 2010); these were linearly re-scaled according to sequencing depth (RPM). Gene-wise counts were computed using *htseq-count* from the HTSeq package (Anders et al., 2015) with *-s* set to *no*. Genes on chromosomes X, Y and M were excluded from further analysis. edgeR (Robinson et al., 2010) was used to identify DEGs. Only genes showing expression (in terms of fragments per million sequenced reads equal or higher than 1) in at least three samples were considered for further analyses. Libraries were normalized according to TMM normalization. Tag-wise estimation of dispersion was evaluated using *prior.*d.f.*=10*. Differential expression between pairs of conditions was evaluated using the *exactTest* R function. False discovery rates were estimated using Benjamini-Hochberg correction (Benjamini and Hochberg, 1995). DEGs were defined as those genes showing a *q*-value≤0.1 and a linear fold-change equal or higher than 1.2. Functional enrichment analyses were conducted using DAVID (Huang et al., 2009).

The SMAD4-bound regions were associated with their target genes using the TADs defined in mouse ES cells (Dixon et al., 2012). At a particular developmental stage, the expressed genes were classified as either unchanged, upregulated or downregulated. Each gene was assigned to the corresponding TAD, and the number of SMAD4-binding peaks per TAD was calculated and normalized to the total number of genes within the domain. Using this strategy, it was possible to assign the SMAD4-interacting genomic regions to particular genes.

### Hierarchical clustering, plots and statistical testing

Clustering, plots, heat maps and statistics were handled in the statistical computing environment R v3. The GO Enrichment Analysis plots in Figs 2D and 3D were generated with the Top 20 enriched GO Biological Process Terms (among those with FDR≤0.05) as inferred by http://geneontology.org/ release 2021-09-01 (Ashburner et al., 2000; Gene Ontology Consortium, 2021; Mi et al., 2019).

### Immunofluorescence analysis

Embryos were collected in ice-cold PBS and fixed for 2 h at 4°C in 4% PFA/PBS. Samples were then cryoprotected using a gradient of sucrose: 10% sucrose/PBS (w/v), 20% sucrose/PBS and 30% sucrose/PBS (1 h each) at 4°C. Embryos were then embedded 50:50 (v/v) OCT/30% sucrose. For immunofluorescent staining, 10 µm sections were prepared. *Smad4^3xF/3xF^* or wild-type sections were washed for 3×5 min in PBS, once 30 min in PBT and again 5 min in PBS. They were blocked in 1% BSA in PBT for 1 h at room temperature and incubated overnight at 4°C with the monoclonal mouse anti-FLAG M2 antibody (Sigma, F1804) diluted 1:500 in 1% BSA/PBS (Osterwalder et al., 2014). Sections were washed for 3×5 min in PBS, once in PBT and were incubated in the dark for 1 h at room temperature with the goat anti-mouse Alexa 488 secondary antibody (Invitrogen, A-11001) diluted 1:500 in 1% BSA/PBS (Osterwalder et al., 2014). Sections were finally washed for 3×10 min in PBS, once in PBT (5 min), nuclei were counterstained in 1 µg/ml Hoechst-33258/PBS (5 min) and sections were rinsed again for 3×5 min in PBS. They were then mounted in Mowiol 4-88 and dried overnight at room temperature in the dark.

### Whole mount *in situ* hybridization (WISH)

*n*≥3 independent biological samples were analyzed. Gene expression patterns in embryos are extremely robust and, based on our previous experience (Bénazet et al., 2009) and the standard in the field, no variability is observed between embryos of the same stage. Embryos were age-matched by counting somites. Whole-mount *in situ* hybridization was performed using standard protocols. *Smad4^+/+^; Prrx1-Cre^Tg/+^* embryos were always used as wild-type controls.

### Generation and analysis of transgenic *LacZ* founder embryos

The aimed sample size that is standard in the field to determine tissue-specific enhancer activity is *n*≥3 independent transgenic embryos expressing the LacZ reporter in the tissue of interest (Visel et al., 2007). CRM regions were amplified by PCR from mouse genomic DNA and were then cloned into a Hsp68-*LacZ* reporter vector (Osterwalder et al., 2014) using the Gibson Assembly Method. Transgenic embryos were generated by pronuclear injection.

### Culture of wild-type and mutant LMPs in cholesterol-free medium and quantitation of intracellular cholesterol

Forelimb buds (E10.0, 28-29 somites) were collected into ice-cold PBS and incubated in cold 2% Trypsin (Gibco 15090-046)/PBS at 4°C for 30 min. The reaction was stopped by adding an excess of DMEM medium containing 10% fetal bovine serum (FBS). The limb bud ectoderm was then removed. By gently pipetting, LMPs were dissociated and seeded in two or three wells of a 96-well plate with DMEM medium containing 10% lipid-depleted FBS (PanBiotech P30.3302), 4.5 g/l glucose (Gibco 41966-029), 100 U penicillin, 0.1 mg/ml streptomycin (Sigma P-0781) and 200 mM L-glutamine (Sigma G-7513). LMPs were cultured in this cholesterol-free medium for 20 to 24 h and then treated with 10 mM methyl-β-cyclodextrin (MβCD, Sigma C4555) for 15 min at 37°C to remove cholesterol from plasma membranes. Then, LMPs were trypsinized gently for 2 min in 2% trypsin and LMPs from two pairs of forelimb buds of the same genotype pooled for one biological replicate. After determining cell numbers, LMPs were mixed with 2 ml of ethanol/chloroform solution (2:1) in a glass tube. Following 5 min centrifugation at 1400 ***g***, the supernatant was transferred into a new glass tube and mixed with 250 µl 50 mM citric acid, 500 µl water and 250 µl chloroform. After 30 min centrifugation at 1400 ***g***, the lowest phase-containing lipids was transferred in a 1.5 ml Eppendorf tube and dried using a Speedvac centrifuge. The dried lipids were solubilized in 95% ethanol and the cholesterol was quantitated using the Amplex Red Cholesterol Assay kit (Invitrogen A12216). All values for the wild-type and mutant samples are shown in Table S9. All measured values for the wild-type samples were clearly above the detection limit. The concentrations of intracellular cholesterol were calculated by dividing the measured cholesterol levels by the cell numbers determined.

Preparation of lipid/cholesterol depleted fetal bovine serum (FBS): 500 ml FBS were stirred overnight at 4°C with 10 g Cab-osil M-5 (ACROS Organics 7631-86-9). The mix was then centrifuged for 10 min at 2500 ***g*** and the supernatant filtrated under sterile conditions. The Insulin-Transferrin-Sodium-Selenite media supplement (Sigma I-1884-1) was dissolved in 50 ml of H_2_O, acidified by adding 250 µl HCl and filtrated under sterile conditions. 25 ml of the Insulin-Transferrin-Sodium-Selenite solution was added to 500 ml of lipid-depleted FCS. Aliquots of 30 ml were frozen at −20°C and used for preparing 500 ml of lipid-depleted EMFI medium.

### Imaging

Images were taken using a Leica MZ FLII stereomicroscope and the Leica Application Suite V3 software. Contrast and image size were adjusted with Adobe Photoshop CS5.1. All bar plots were generated using GraphPad Prism 7. All figures were generated with Adobe Photoshop or Adobe Illustrator.

### Statistical analysis

#### ChIP-seq

After sequence alignment, peak calling was performed using MACS v1.4 (Zhang et al., 2008) with a *P*-value threshold of 1e-2.

#### RNA-seq

Following the alignment of sequences, edgeR (Robinson et al., 2010) was used to identify DEGs. DEGs were defined as those genes showing an FDR≤0.1 and an absolute linear fold-change equal or higher than 1.2.

### Databases used for analysis

The gene expression annotations for the network shown in Fig. 7C were made using the gene expression pattern databases of the Mouse Genome Informatics (http://www.informatics.jax.org) and EMBRYS (https://www.embrys.jp).

## Supplementary Material

Supplementary information

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

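The starting values were the raw counts per gene that the authors deposited for 14 RNA-seq samples, each from the forelimb buds of 1 embryo: wild type (n=3) and *Smad4* Δ/Δc (n=4) at E10.0 and at E10.5. The authors had aligned single-end reads to mm9 with TopHat and counted uniquely mapped reads per gene symbol with htseq-count, without regard to strand. The counts were integers for 23284 symbols, of which 23166 could be placed on a chromosome by their symbol in the NCBIM37 (mm9) annotation or by a RefSeq symbol or synonym. Between 34066930 and 61691258 reads per sample were counted on genes, and the 10 most abundant genes took 4.78% to 13.6% of them. No file held another unit than counts, and no sample was left out.

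DEGs were called with the settings of the paper's methods. The 1041 symbols on chromosomes X, Y and M were left out, and the 12393 genes with at least 1 CPM in at least 3 samples were tested. Libraries were normalized by TMM, common and tag-wise dispersions were estimated with a prior of 10 degrees of freedom over all 14 samples, and pairs of groups were compared with edgeR's exact test and Benjamini-Hochberg adjustment, at an FDR of at most 0.1 and a fold change of at least 1.2. The exact test was chosen over edgeR's quasi-likelihood test because the paper's methods name it. The quasi-likelihood test was run as an alternative, and it was the test for the interaction of stage and genotype, for which the exact test has no term. The main tests, the rule for naming genes and the alternatives were written down before the data were examined, except for the fit with only the replicates numbered 1 to 3. Part of the tests of technical explanations were chosen later, as the closing section states.

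The tests were tried on simulated counts with known changes at the same sample sizes. The exact test recovered 89.9% of the changed genes at E10.0 and 93.0% at E10.5, and 12.7% and 17.4% of its calls were false, above the nominal 10%. The quasi-likelihood test recovered 85.4% and 86.9%, with 7.65% and 10.4% false calls. For the interaction, the quasi-likelihood test recovered 73.9%, with 6.71% false calls.

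Values of single genes are means of TMM-normalized CPM with the SD over embryos. Standard errors of log2 fold changes were computed from the replicate variances of log2(CPM + 1), which makes them too small in genes of a few CPM or less. For sets of genes, 1 value per embryo was compared by exact two-sided permutation tests. The smallest *P* for 3 embryos against 4 is 0.0286; a written plan for these tests had wrongly held that it could not fall under 0.05.

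The genes named singly were chosen by a rule: *Smad4*; every gene that a results sentence on transcript levels in these samples names; the members with the 2 largest or 2 smallest changes of each figure panel, or without the drawn change; for each stage and direction, the 3 DEGs with the smallest *P* among those separating all embryos by genotype; the enzymes drawn as unchanged in Fig. 4A, *Xist* and genes of chromosome Y; and genes listed in both directions. Some genes that meet this rule are not reported here. The genes of the figure panels are DEGs of these same samples in the paper, so that counts of them are not independent tests.

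ChIP-seq, ATAC-seq, the *Shh*-deficient transcriptomes, in situ hybridization and the supplementary tables were not used here. Software was R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1, Python 3.11.15 and matplotlib 3.10.9.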

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

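The tests of muscle, muscle precursor and mesothelium markers, the tests of developmental age, the permutation of residuals and the look at *Nsdhl* without replicates 4 and 5 were chosen only after the result they bear on had been seen.

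For each named gene, the gene reads, the cholesterol gene score and the share of ribosomal RNA precursor, the 4 mutant embryos of each stage were searched for 1 far from the other 3. This was met in 5 of 102 groups. By chance 5.1 such groups are expected. At E10.0, mutant replicate 1 had 56.8 CPM of *Alx4* (the others 80.1 to 83.7) and 8.00 CPM of *Tm7sf2* (10.1 to 10.4), and mutant replicate 3 had 46.0 CPM of *Smad4* (36.9 to 38.4). At E10.5, mutant replicate 1 had 5.74 CPM of *Bmp2* (5.46 to 5.50), and mutant replicate 2 had 2.63 CPM of *Gm8801* (0 to 0.0849). The number of such embryos is what chance gives, and no technical or biological explanation was tested for them.

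The genotype difference changed between the stages in 23 genes (edgeR's quasi-likelihood test of the interaction, FDR of 0.1 after Benjamini-Hochberg adjustment). In 18 of them the log2 fold changes had opposite signs at the stages, and 12 were DEGs in opposite directions. As many genes were found in 8 of 100 relabellings of the samples within the stages, the real one included. Such relabelling does not hold the overall genotype effect fixed, and with it the number cannot be told apart from a chance result. Genes of differentiated muscle and of mesothelium had been seen among those changed in opposite directions, so markers of these tissues and of muscle precursors were compared as mean log2(CPM + 1) per embryo. The mean of 16 muscle markers that had not been looked at was higher in every mutant than in every wild-type embryo at E10.0, by 0.237 (exact two-sided permutation test, *P*=0.0571), and lower in every mutant at E10.5, by 0.454 (exact two-sided permutation test, *P*=0.0286). The 7 mesothelium markers with reads, 1 of which had been looked at, differed by 0.176 at E10.0 (exact two-sided permutation test, *P*=0.114) and by -0.0684 at E10.5 (exact two-sided permutation test, *P*=0.257), with overlap of the genotypes at both stages. The 5 muscle precursor markers differed by 0.0782 at E10.0, with overlap (exact two-sided permutation test, *P*=0.429), and by -0.146 at E10.5, where every mutant lay below every wild-type embryo (exact two-sided permutation test, *P*=0.0571). A candidate explanation for part of the genes changed in opposite directions is a different amount of differentiated muscle RNA in the dissected tissue. Whether such RNA came from dissection or from the mutant limb buds was not tested.

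The mean of log2(CPM + 1) over the 21 cholesterol pathway genes differed less between the genotypes at E10.5 than at E10.0, by 0.45 (standard error 0.0666). These genes were chosen as downregulated at E10.0 in these embryos, which favours a larger difference at E10.0, and the tests below do not allow for it. The relabelling test gave *P*=0.0955 (exact two-sided permutation test) and the two-sided permutation of residuals (100000 permutations), run after it, *P*=1e-04. The interaction test gave 3 cholesterol genes, and as many were found in 8 of 100 relabellings, the real one included. A more advanced age of the mutant embryos is a possible explanation for the lower values at E10.0, since these genes decline with stage in wild type. The labels give 30 somites for both genotypes at E10.0, and the paper calls the embryos age-matched. A difference in age would have to be one that the somite count does not show. If age were the cause, mutants at E10.0 would have covered a similar share of the wild-type stage change in other genes that change with stage. In mutant replicates 1 and 3 the share was 117% for the cholesterol genes and -17.6% for 100 rising and 100 falling genes chosen in mutant replicates 4 and 5. After that result, the genes were also chosen in each wild-type replicate in turn, which gave -2.72% to 61.4%. The cholesterol genes were chosen as lower in mutants at E10.0, which raises their share, and the other genes were not. The shares depend on the embryos in which the genes are chosen, and a contribution of age cannot be told apart from an effect of the genotype.

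*Cyp1b1* and *Dhcr7* were among the 23 genes. The log2 genotype difference of *Cyp1b1* was lower at E10.5 than at E10.0 by 0.92 (interaction -0.92, adjusted *P*=0.0149), and that of *Dhcr7* was 0.54 higher (adjusted *P*=0.0683; both by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *Cyp1b1* the mutants lay above the wild type in 4 of 4 embryos at E10.0 and below it in 4 of 4 at E10.5. The change at E10.5 lost the threshold with the replicate number as a block (log2 fold change -0.25, adjusted *P*=0.211, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with the replicates numbered 1 to 3 alone (-0.26, adjusted *P*=0.257, edgeR's exact test with Benjamini-Hochberg adjustment) and in 2 of the 7 fits that left out an embryo of the stage. No technical explanation specific to these genes was tested.

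The paper's methods exclude chromosomes X, Y and M. Of the 468 genes there that passed the filter, 23 were DEGs at E10.0 (13 upregulated and 10 downregulated) and 16 at E10.5 (7 and 9). *Nsdhl*, a cholesterol pathway enzyme, had a log2 fold change of -0.84 at E10.0. A shift of the whole of chromosome X would have moved its other genes too, and their median log2 fold change was 0.000358, against -0.0192 on the autosomes. Reads of *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* on chromosome Y numbered 0 to 6 per sample, and those of *Xist* 38536 to 90026. Mutant replicates 1 and 3 at E10.0 had 76.4 and 60.9 CPM of *Nsdhl*, and the wild-type embryos 108.5 to 113 CPM, so that the decrease was present without replicates 4 and 5. A difference in age was not tested for *Nsdhl*. In wild type its log2 fold change from E10.0 to E10.5 was -0.55, smaller than the -0.84 between the genotypes. Mutant replicates 3, 4 and 5 at E10.0 had 50.9 to 60.9 CPM, below the wild-type embryos at E10.5 (69.0 to 82.5 CPM). Mutant replicate 1 lay among these wild-type embryos, and a contribution of age cannot be told apart from an effect of the genotype.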

How the results depend on the processing

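Only the fit with the replicates numbered 1 to 3 was chosen after the data had been seen. The causes of the changes below were not tested unless a value is given.

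Between 56 and 86 of the 86 log2 fold changes of named genes (85 with each stage apart) kept their direction and their side of the threshold, depending on the alternative. None changed when chromosomes X, Y and M were kept, without a minimum fold change or with the trended dispersion, nor did any of the 84 that could be computed with at least 10 counts in every sample. The quasi-likelihood test and an FDR of 0.05 each took 5 of these log2 fold changes under the threshold, with a gene counted at each stage. No filter on low counts took 3 under it, fitting each stage apart 2 and the replicates numbered 1 to 3 took 4. The replicate block took 12 under it and the *Xist* covariate 28. Fitting each stage apart and the replicates numbered 1 to 3 each brought 1 log2 fold change past the threshold. The replicate block brought that of *Tgfb3* at E10.0 past it in the opposite direction.

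An FDR of 0.05 gave 506 DEGs at E10.0 (270 upregulated, 236 downregulated), 0 cholesterol genes at E10.5 (6 at an unadjusted *P* under 0.05), 9 genes with an interaction and 0 cholesterol genes with an interaction (19 unadjusted). The quasi-likelihood test gave 274 upregulated DEGs at E10.0, 3 downregulated TGFβ genes at E10.5 and 0 cholesterol genes at E10.5 (6 unadjusted). DESeq2 gave 87 genes and 9 cholesterol genes with an interaction. Without a filter there were 39 genes with an interaction and 0 cholesterol genes at E10.5 (6 unadjusted), and the trended dispersion gave 2 of the latter. The log2 fold change of *Gli1* at E10.0, close to 0, changed sign to 0.01265 under DESeq2, 0.01246 with RLE size factors, 0.013 with no filter and 0.003025 with each stage apart.

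The replicate block compares the genotypes only within replicate numbers that both have at a stage. Other embryos do not enter this comparison, which overlaps with the fit of the low replicate numbers alone. The replicate block gave 1990 DEGs at E10.0 (780 upregulated, 1210 downregulated), 125 downregulated at E10.5, 2 downregulated TGFβ genes at each stage, 7 BMP genes and 2 cholesterol genes at E10.5. It gave 0 genes with an interaction (1058 unadjusted) and 0 cholesterol genes with one (16 unadjusted). It reversed *Tgfb3* at E10.0, which became a downregulated DEG (-0.34, adjusted *P*=0.0692, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and, short of the threshold, *Bmp7* (-0.066) at E10.0 and *Gli1* (-0.12) and *Gm8801* (0.065) at E10.5.

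The replicates numbered 1 to 3 alone gave 2018 DEGs at E10.0 (765 upregulated, 1253 downregulated), 3 cholesterol genes at E10.5, 1 lower at E10.5 in mutants, 6 genes with an interaction and 0 cholesterol genes with one (17 unadjusted). *Bmp7* (-0.087) and *Tgfb3* (-0.24) at E10.0 and *Gli1* (-0.036) and *Gm8801* (0.77) at E10.5 were reversed.

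The *Xist* covariate gave 60 DEGs at E10.0 (23 upregulated, 37 downregulated), 28 shared DEGs, 10 cholesterol genes, 0 TGFβ genes (4 unadjusted), 4 BMP genes and 3 anterior genes at E10.0, and 0 cholesterol genes at E10.5 (6 unadjusted). It gave 46 genes of Fig. 7A, 15 of Fig. 7B, 3 posterior genes of Fig. 7C, 1 gene with an interaction and 0 cholesterol genes with one (13 unadjusted). *Gli1* at E10.0 (0.19) and *Gm8801* at E10.5 (0.23) were reversed. *Xist* itself differed between the genotypes at E10.0 (log2 fold change 0.43), while no sample had more than 6 reads of the genes examined on chromosome Y. The covariate therefore did not adjust for sex. It may have removed variation related to the genotype, but why it lowered these counts was not tested.

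Across the fits that each left out 1 sample, the DEGs at E10.0 ranged from 254 to 1062 (124 to 521 upregulated, 130 to 615 downregulated), those at E10.5 from 286 to 516 (164 to 317 and 115 to 200), and the shared DEGs from 114 to 221. The downregulated TGFβ genes ranged from 3 to 5 at E10.0 and 2 to 5 at E10.5, the cholesterol genes at E10.5 from 0 to 2 (2 to 7 unadjusted where 0), those lower at E10.5 in mutants from 2 to 6, and the genes of Fig. 7B from 21 to 32. Genes with an interaction ranged from 7 to 34 and cholesterol genes with one from 0 to 4 (13 to 19 unadjusted where 0). The 21 cholesterol genes downregulated at E10.0 stayed at 18 to 21. Log2 fold changes that changed sign ranged from -0.0076 to 0.18 (*Bmp7*), -0.036 to 0.17 (*Tgfb3*) and -0.16 to 0.18 (*Gli1*) at E10.0, and from -0.079 to 0.051 (*Mxd4*), -0.017 to 0.17 (*Gli1*) and -4.29 to 7.97 (*Gm8801*) at E10.5.

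Thinning all samples to 34066930 reads left 810 DEGs at E10.0 and 449 at E10.5. *Hmgcs1*, with 0 to 6 reads, was under the filter, and *Gm8801* with 0 to 172 reads had no stable log2 fold change at E10.5.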

Differences from the paper's values

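The count of BMP pathway genes with a lower mean was the only one of the tests chosen after the result was seen. The counts of DEGs differed from the paper's, none by more than 1.5 times. There were 819 DEGs at E10.0 against the paper's 668, 413 upregulated against the paper's 360, 406 downregulated against the paper's 308, 462 at E10.5 against the paper's 386 and 194 shared DEGs against the paper's 151. Of the BMP pathway genes, 9 were downregulated DEGs at E10.0 against the paper's 11 and 12 at E10.5 against the paper's 15, and 10 and 15 of the 23 had a lower mean in mutants. None of the 26 alternatives set before the data were examined gave exactly the paper's value for any of these counts. The genes of Fig. 7A changed in the drawn direction numbered 78, of 78 legible names, against the paper's 79. Those of Fig. 7B numbered 32, as in the paper, and also under DESeq2, RLE size factors, at least 10 counts in every sample, chromosomes X, Y and M kept, the trended dispersion, no minimum fold change and without *Smad4* Δ/Δc replicate 2 at E10.5.

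The paper states that *Bmp7* is upregulated in mutants, with reference to Fig. 5E and Fig. S4. *Bmp7* is not among the 23 genes drawn in Fig. 5E, so that the statement need not rest on the paper's list of DEGs. Here *Bmp7* was not a DEG, with log2 fold changes of 0.09 at E10.0 (adjusted *P*=0.803) and 0.37 at E10.5 (adjusted *P*=0.187; both by edgeR's exact test with Benjamini-Hochberg adjustment). The paper lists *Cyp1b1* as upregulated at E10.0 in Fig. 2A and with the genes downregulated in *Smad4*-deficient limb buds in Fig. 7B. Both directions were found here, upregulated at E10.0 (log2 fold change 0.54) and downregulated at E10.5 (-0.38). *Gm8801* is in both lists of Fig. 2A and was lower in mutants at E10.0 (-6.20), whereas at E10.5 the presence of its reads did not follow the genotype. Fig. 4A draws *Nsdhl* as unchanged, and its log2 fold change at E10.0 was -0.84 when chromosome X was kept. *Hmgcs1*, also drawn as unchanged, had 0 to 6 reads and was not tested.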

Other observations

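The tests of library batches and of linkage at E10.0 were chosen only after the result they bear on had been seen, and the share of windows was added to the linkage test after its *P*-value.

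The number of DEGs was compared with other splits of the same samples. Of the 12 splits of the 7 samples of a stage that part both same-numbered pairs, 1, the real split, gave as many DEGs at E10.0, and 1 at E10.5, as did 1 of all 35 splits. The next largest numbers among all 35 splits were 480 against 819 at E10.0 and 220 against 462 at E10.5. The same held for upregulated and downregulated DEGs and for the cholesterol, TGFβ, BMP and anterior genes at each stage. The cholesterol and anterior genes were chosen as downregulated at E10.0 and the TGFβ and BMP genes as DEGs of either stage, so that the splits do not test them at the stages at which they were chosen. With 12 splits the share cannot fall under 0.05. The other 23 of the 35 splits keep at least 1 same-numbered pair together, and with them the share was 0.0286. For the cholesterol genes lower at E10.5, 1 of 4 splits in wild type and 1 of 8 in mutants gave as many (1 of 10 and 3 of 35 of all splits). The 194 shared DEGs were reached by 1 of 100 drawn splits, the real one. For the genes of Fig. 7A, Fig. 7B and the anterior and posterior genes of Fig. 7C it was also 1 of 100, but these genes were chosen as DEGs of these samples, so that the splits do not test them.

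Mutant replicates 4 and 5 of both stages lay apart from the other mutants. Between them 2393 of 12192 genes differed, in 1 of the 18 stage-balanced splits of the 8 mutants, and the next largest split gave 2 genes. The ribosomal RNA precursor took at least 1.72% of the reads in these 4 samples and at most 0.478% in the 10 others. A candidate explanation is a separate library batch. These samples are all mutants, so that the batch and the genotype cannot be told apart in them. With the low-numbered mutants alone there were 2018 DEGs at E10.0 and 525 at E10.5, and with replicates 4 and 5 alone 1520 and 1437. Of the DEGs, 98.2% at E10.0 and 98.4% at E10.5 kept at least 0.5 of their log2 fold change without replicates 4 and 5. These DEGs were chosen with the remaining embryos included, which favours a high share, so that an effect of the batch cannot be told apart.

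The ratio of DEGs at E10.0 to those at E10.5 was 1.77, and 1.80 after all samples were thinned to the same total, so that a difference in library size is not a likely reason for it. With each stage fitted apart the numbers were closer, 692 and 549. The order was reversed without wild-type replicate 3 of E10.0 (254 and 449) and with *Xist* as a covariate (60 and 329). The log2 fold changes at E10.0 were related to GC content (Spearman correlation across genes -0.441) and gene length (0.28). After a correction for GC content 78.9% of the DEGs kept a fold change of 1.2, and after one for gene length 83.6%, so that part of the DEGs at E10.0 cannot be told apart from these biases. At E10.5 the shares were 99.1% and 98.0%. Genes are not independent replicates in these correlations.

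Variants linked to the mutant *Smad4* allele could change expression of its neighbours. Of the 78 genes within 10 Mb of *Smad4*, 8 were DEGs at E10.0 (10.3% against 6.57% elsewhere, Fisher's exact test, *P*=0.172) and 9 at E10.5 (11.5% against 3.63%, Fisher's exact test, *P*=0.00219). At E10.5, 0.992% of 7967 windows of this size held as high a share, and at E10.0 12.5%. Linked variants are a candidate explanation for part of these 9 DEGs, and neighbours regulated by SMAD4 would give the same pattern. *Smad7* (chromosome 18, 75527183 to 75555589), a downregulated DEG at both stages, lies in this window.

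*Ptch1* was an upregulated DEG at E10.0 (log2 fold change 0.38, standard error 0.0863, adjusted *P*=0.0141) and not at E10.5 (0.23, standard error 0.117, adjusted *P*=0.393; both by edgeR's exact test with Benjamini-Hochberg adjustment), with an interaction of -0.15 (adjusted *P*=0.955, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Shh* (0.25 and 0.37) and *Gli1* (-0.0067 and 0.05) were not DEGs.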
